# Remote control of AMPK via extracellular adenosine controls tissue growth

**DOI:** 10.1038/s41556-025-01764-0

**Published:** 2025-09-26

**Authors:** Yao Zhang, Katrin Strassburger, Aurelio A. Teleman

**Keywords:** Cell signalling, Cell growth, Drosophila

## Abstract

Adenosine monophosphate (AMP)-activated protein kinase (AMPK) is a regulator of cellular catabolism that is activated by AMP. As AMP accumulates in cells with low ATP, AMPK is considered a stress-activated kinase. While studying organ growth during *Drosophila* development, we find that AMPK can also be activated by a signalling metabolite not related to stress. Specifically, we find that two physiological inputs known to regulate organ growth rates (ecdysone (a steroid hormone) and dietary protein) modulate expression of adenosine deaminase in the intestine. This, in turn, alters circulating adenosine levels. Circulating adenosine acts as a signalling molecule by entering cells, becoming phosphorylated to AMP and activating AMPK to inhibit organ growth. Thus, AMPK activity is regulated developmentally, and AMPK activity in one tissue can be remote controlled by another tissue via circulating adenosine. Notably, this mechanism accounts for half the effect of dietary protein on tissue growth rates in *Drosophila*.

## Abstract (web summary)

Zhang et al. demonstrate that AMPK can be activated by signalling metabolite, adenosine, under non-stress conditions during *Drosophila* development. The intestine regulates adenosine levels, thus, remotely controlling wing disc AMPK activation and growth.

## Main

The 5ʹ-adenosine monophosphate (AMP)-activated protein kinase (AMPK) is an important regulator of cellular homeostasis^1–7^. AMPK promotes cell catabolism and instructs cells to conserve energy by phosphorylating a large number of substrates^1–8^. To do so, AMPK inhibits mTORC1, inhibits de novo lipid biogenesis, promotes fatty acid oxidation, inhibits protein synthesis, and activates autophagy, thereby regulating almost every aspect of cell metabolism. For this reason, aberrant AMPK activity has been linked to diseases such as diabetes, cancer, and neurodegenerative disease^1,3,9^.

AMPK is regulated by multiple upstream signals^4^. The most potent allosteric activator is AMP. When cells are stressed and energy is depleted, AMP levels increase, leading to AMPK activation. This yields a homeostatic loop whereby low cellular energy activates AMPK to promote catabolism and energy conservation^6^. AMPK is also activated via phosphorylation by multiple kinases including LKB1, CaMKK2 and MAP3K7, and it is inhibited by binding to glycogen^1^. Physiologically, AMPK is activated in conditions of stress, such as low glucose, calorie restriction or muscle contraction, or in conditions of inflammation such as obesity and overnutrition. Because of this, AMPK is considered a stress-activated kinase^7^.

We find here that during *Drosophila* development AMPK is activated by a metabolite signalling molecule, adenosine. We find that adenosine circulating in the blood of the animal (the haemolymph) enters cells where it is phosphorylated to adenosine monophosphate, AMP, to activate AMPK. Unlike the generation of AMP from dephosphorylation of ATP and ADP, this route of AMP synthesis is not due to stress. We find that levels of circulating adenosine are regulated both by a hormone, ecdysone, and by dietary nutrients, via regulation of expression of an enzyme in the intestine, adenosine deaminase, which degrades adenosine. This extends our understanding of AMPK beyond that of a stress induced kinase to a kinase that can also be developmentally regulated.

We discovered that adenosine can activate AMPK while studying organ growth. During development, animals undergo a dramatic increase in body mass from a single egg to the adult. Despite growing several orders of magnitude, growth terminates at a size that is prototypic for each species. The molecular mechanisms governing this robust process constitute one of the open fundamental questions in developmental biology. This question has been extensively studied using the *Drosophila* wing^10–16^. The wing is specified as a group of 30 cells in the embryo. During the three subsequent larval (instar) stages (L1 to L3) the wing grows to comprise circa 50,000 cells^14^. At this point, larval development is terminated by metamorphosis, which causes larvae to stop eating, larval tissues to histolyse and the imaginal tissues that will form adult structures, such as the wing disc, to stop proliferating^17,18^. The transitions between these developmental stages are governed by the steroid hormone ecdysone^19,20^, which is functionally and structurally similar to oestrogen. Ecdysone titres increase at the end of each larval stage to induce the molt to the next stage^19–21^, and they peak at the end of L3 to induce metamorphosis^17,21^. We and others previously found that ecdysone is also required for wing discs to proliferate during larval stages^18,22–29^. Therefore, in this study, we set out to better understand the requirement of ecdysone signalling for wing proliferation.

## Results

### Ecdysone autonomously promotes wing proliferation and non-autonomously represses it

To study how ecdysone influences wing proliferation, we established a system to manipulate ecdysone signalling in a spatially and temporally controlled manner. To this end, we first removed endogenous ecdysone by knocking down an enzyme required for ecdysone biosynthesis, spookier (spok). We expressed *spok* RNAi (*spok*^i^)^30^ using the LexA/LexAop system^31^ to reserve the GAL4-UAS system for other genetic manipulations in the animal. As constitutive knockdown of ecdysone biosynthesis is early larval lethal (because ecdysone is required for every larval molt), we conditionally knocked down *spok* using a temperature-sensitive GAL80 (GAL80^ts^) and a temperature shift at the beginning of the last larval phase (L3). This works because the LexA driver we used has a GAL4 transactivation domain, and therefore is inhibited by GAL80 (*Tub-LexA*^ts^). We then assayed cell proliferation by staining wing discs with 5-ethynyl-2′-deoxyuridine (EdU), which is incorporated by cells in S-phase. This showed that wing discs no longer incorporate EdU 48 h after *spok* knockdown (Fig. 1a) confirming that ecdysone is required for wing proliferation, in agreement with work by us and by others both in vivo and in explant cultures^18,22–29^.

**Fig. 1:**
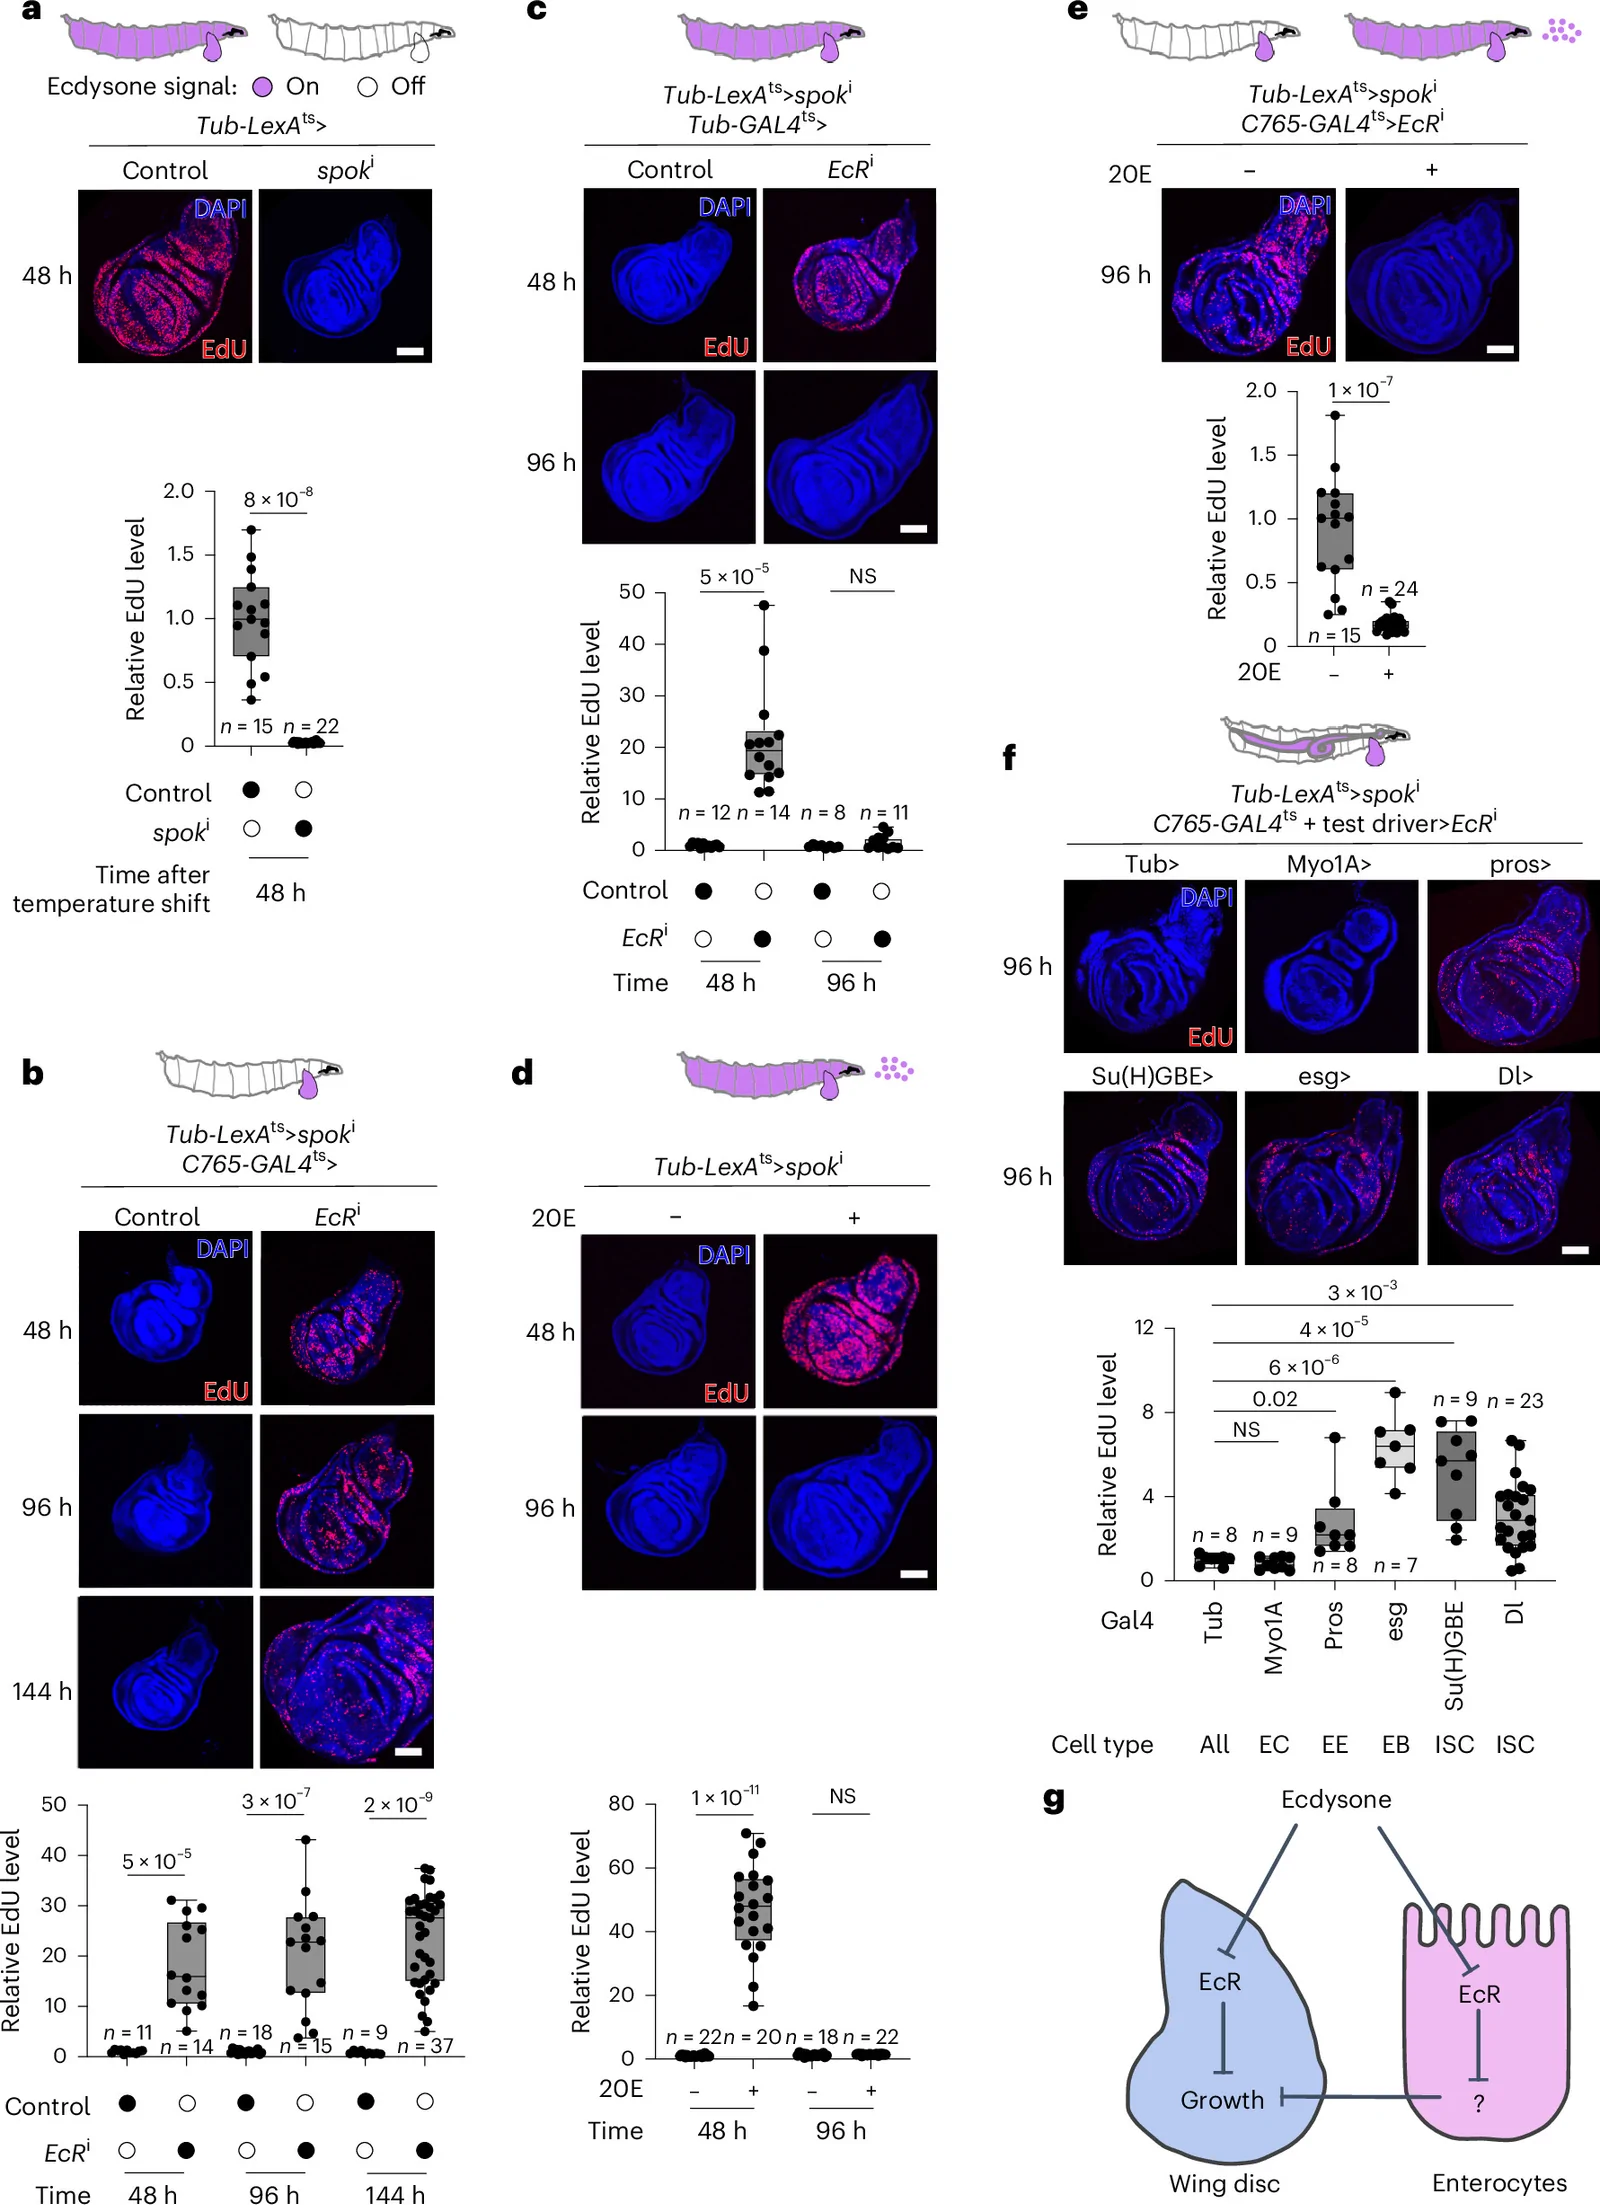
Ecdysone promotes wing growth autonomously and inhibits wing growth non-autonomously via enterocytes. **a**, Wing discs stop proliferating within 48 h of inhibition of ecdysone synthesis, induced at the beginning of third instar via temperature shift. Wing discs, stained with EdU to assay proliferation, from control wandering L3 larvae or spookier RNAi (*spok*^i^) larvae. Representative images (top). Quantification of EdU (bottom). Statistical analysis by unpaired two-sided *t*-test. DAPI, 4,6-diamidino-2-phenylindole. **b**, Wing-specific activation of ecdysone target genes in animals otherwise lacking ecdysone enables wing discs to proliferate without stopping. Lack of ecdysone is induced by knockdown of *spookier* (*spok*^i^) with a LexA driver. Wing-specific activation of ecdysone target genes is achieved with a wing-specific *EcR* knockdown (*EcR*^i^) using the *C765-GAL4* driver. Discs were stained with EdU to assay proliferation at 48 h, 96 h and 144 h after shifting to 29 °C at the beginning of L3. Representative images (top). Quantification of EdU (bottom). Statistical analysis by Kruskal–Wallis test and Dunn’s multiple comparisons test. **c**, Wing discs in animals lacking ecdysone (*spok*^i^) with ubiquitous knockdown of *EcR* (*EcR*^i^) proliferate for 48 h after RNAi induction and then terminate proliferation. Discs stained with EdU to assay proliferation at 48 h and 96 h after shifting to 29 °C. Representative images (top). Quantification of EdU (bottom). Statistical analysis by Kruskal–Wallis test and Dunn’s multiple comparisons test. **d**, Wing discs from larvae lacking endogenous ecdysone biosynthesis (*spok*^i^) but fed with 25 µM 20E to activate ecdysone signalling in all tissues first proliferate for 48 h and then terminate proliferation. Representative images (top). Quantification of EdU (bottom). Statistical analysis by one-way ANOVA and Dunnett’s multiple comparisons test. **e**, Ecdysone reduces wing disc proliferation non-autonomously in animals with *EcR* knockdown in the wing. Animals lacking endogenous ecdysone synthesis (*spok*^i^) with *C765-GAL4*-driven *EcR* knockdown in the wing were fed with or without 25 µM 20E for 96 h. Representative images (top). Quantification of EdU (bottom). Statistical analysis by two-tailed Mann–Whitney *U*-test. **f**, Knockdown of *EcR* in enterocytes is sufficient to cause termination of wing disc proliferation at 96 h. Larvae lacking endogenous ecdysone synthesis due to *spok*^i^, and with wing disc knockdown of *EcR* using *C765-GAL4*, which enables wing discs to proliferate indefinitely, were combined with GAL4 drivers targeting additional tissues. Representative images (top). Quantification of EdU at 96 h after RNAi induction (bottom). Statistical analysis by Kruskal–Wallis test and Dunn’s multiple comparisons test. EC, enterocyte; EE, enteroendocrine cell; EB, enteroblast; ISC, intestinal stem cell. **g**, Schematic representation illustrating the ambivalent effect of ecdysone on wing disc proliferation, promoting wing disc proliferation autonomously, while inhibiting wing disc proliferation non-autonomously by acting on enterocytes in the gut. The number of biological replicates and *P* values are indicated in the graphs; NS, not significant. Box plots, centre line (median), box limits (first and third quartiles) and whisker (outer data points). Scale bars, 100 µm. Source data

We next asked where the ecdysone signalling is needed. We first activated ecdysone signalling only in wing discs. The ubiquitously expressed ecdysone receptor (EcR) is a type 2 nuclear receptor that inhibits gene expression in the absence of ligand^28,32,33^. Knockdown of *EcR* during larval development is sufficient to de-repress target genes, allowing wing discs to proliferate^18,27^. We therefore activated ecdysone targets by knocking down *EcR* only in wing discs using the *C765-GAL4* driver. We did this in animals that lack endogenous ecdysone biosynthesis (*Tub-LexA*^ts^>*spok* RNAi, henceforth ‘*spok*^*i*^’) and therefore lack ecdysone signalling in all other tissues. As the GAL4 and LexA drivers are both sensitive to GAL80^ts^, our temperature shift at early L3 simultaneously induces knockdown of *spok* so that the animal stops producing ecdysone, and induces knockdown of *EcR* in the wing so that ecdysone target genes are activated in the wing. Unlike wing discs in control *spok*^i^ animals, which stop proliferating within 48 h after knockdown, wing discs with an *EcR* knockdown proliferate and remain EdU-positive indefinitely, from 48 h to the last time point we assayed, 144 h, with a visually obvious increase in size (Fig. 1b). Hence ecdysone signalling is both required and sufficient autonomously in wing discs for their proliferation.

Notably, we obtain a different outcome if we activate ecdysone target genes ubiquitously in larvae, using the *Tub-GAL4* driver to knockdown *EcR* in all tissues. In this case, wing discs proliferate for 48 h and then terminate proliferation by 96 h (Fig. 1c). This 48-h time point (after beginning of L3) corresponds roughly to when wild-type larvae would be wandering and initiating pupation, while the 96 h time point corresponds to pupal stages in wild-type animals where wing discs no longer proliferate^17^. This transient proliferation was unexpected, given that ubiquitous *EcR* knockdown includes a knockdown in the wing, which should enable wing discs to proliferate indefinitely (Fig. 1b). One explanation could be that *Tub-GAL4* knocks down *EcR* less efficiency in the wing disc compared with *C765-GAL4*; however, this was not the case (Extended Data Fig. 1a). To test whether a knockdown that is too strong could explain the lack of proliferation at 96 h, we combined the *C765-GAL4* driver with a second wing driver, *nub-GAL4*, but this did not cause wing discs to stop proliferating at 96 h (Extended Data Fig. 1b). Thus, we concluded that the different outcome between *Tub-GAL4* and *C765-GAL4* does not result from differing knockdown efficiencies of the two drivers. Indeed, we obtained a similar result if we activated ecdysone signalling ubiquitously in a completely different manner. To do so, we fed 20-hydroxyecdysone (20E), the active form of ecdysone, to larvae lacking endogenous production (*spok*^i^). We previously showed that supplementing food with 25 µM 20E gives the same level of expression of ecdysone target genes as in wild-type L3 larvae^22^. Also in this case, ubiquitous activation by feeding 20E enables wing discs to proliferate at 48 h, but causes them to stop at 96 h (Fig. 1d). This occurs despite the fact that we refresh 20E in the food every 48 h to ensure that ecdysone target genes^34^ remain active (Extended Data Fig. 1c).

One explanation for this discrepancy between wing disc-specific knockdown of *EcR* and ubiquitous knockdown of *EcR* is that ecdysone signalling in a tissue other than wing discs non-autonomously causes wing discs to stop proliferating at 96 h. Indeed, feeding 20E to animals with an *EcR* knockdown in wing discs, where wing discs cannot respond to ecdysone because they lack the receptor, causes the wing disc to stop proliferating at 96 h (Fig. 1e). Thus, ecdysone inhibits wing proliferation via another tissue.

### Ecdysone signalling inhibits wing proliferation via intestinal enterocytes

To identify the other tissue through which ecdysone inhibits wing proliferation, we screened a panel of drivers that express GAL4 in different tissues such as fat body (*adh-GAL4*), muscle (*MHC-GAL4*) or the nervous system (*elav-GAL4*). We took animals that lack endogenous ecdysone synthesis (*spok*^i^) but have an *EcR* knockdown in wing discs (*C765-GAL4*), which enables wing discs to proliferate indefinitely (Fig. 1b), and then added additional GAL4 drivers to also knock down *EcR* in other tissues. This revealed that only knockdown of *EcR* with the intestinal driver *drm-GAL4* caused wing discs to stop proliferating at 96 h (Extended Data Fig. 2a,b). To identify which cell type in the intestine is responsible for this effect, we tested GAL4 drivers that express specifically in intestinal enterocytes (*Myo1A-GAL4* and *Mex1-GAL4*), entero-endocrine cells (*pros-GAL4*), enteroblasts (*Su(H)GBE-GAL4*) or stem cells (*esg-GAL4* and *Dl-GAL4*) and found that *EcR* knockdown in intestinal enterocytes causes wing discs to stop proliferating at 96 h (Fig. 1f and Extended Data Fig. 2c). Both *Myo1A-GAL4* and *Mex1-GAL4* also have extremely low expression in the prothoracic gland (Extended Data Fig. 2d), but this does not explain the repression of wing disc proliferation because the prothoracic gland drivers *phm-GAL4* and *P0206-GAL4* do not cause this effect (Extended Data Fig. 2a,b). In sum, ecdysone has an ambivalent effect on wing disc proliferation (Fig. 1g): it autonomously promotes cell proliferation in the wing while non-autonomously inhibiting wing proliferation by acting on intestinal enterocytes. Of note, the non-autonomous inhibition occurs with a temporal delay, which we examine in more detail below.

### Ecdysone signalling inhibits wing proliferation by inhibiting Adgf-A expression in intestinal enterocytes

We next sought to understand how ecdysone signalling in intestinal enterocytes inhibits wing proliferation. As EcR is a transcription factor, we hypothesized that ecdysone regulates expression of a gene in enterocytes that affects wing proliferation. 

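RNA was prepared from whole intestines of larvae of 2 genotypes, with 3 libraries for each. Both genotypes carried Tub-LexA driving an RNAi hairpin against spok, which acts in ecdysone synthesis, a UAS hairpin against EcR, and GAL80ts, which blocks GAL4 at the lower temperature. By the crosses in the methods and by Supplementary Table 3, only the EcRi genotype also carried the enterocyte driver Myo1A-GAL4. The control then held the EcR hairpin without a driver. The description of Supplementary Table 4 instead names a control knockdown with Myo1A-GAL4, and the titles of the control samples read myo1a-con. Which of these applies was not settled here. Eggs were laid over 8 h, and the larvae were kept at 18 °C for 6 days and then at 29 °C for 4 days. The authors aligned the reads with HISAT2, counted them with featureCounts and deposited raw counts without normalization. The deposited counts cover 24278 entries, of which 17895 are genes and the others annotated transposable elements and similar features. The counts per library summed to between 200890663 and 246255664, with a median of 221357053 in the control and 221208643 in EcRi. At this depth, 3 counts correspond to between 0.0122 and 0.0149 CPM, a count scaled by the total of its library, a limit that covers counting error only. Here the counts were scaled by edgeR's TMM method, and the 12193 genes and elements kept by its filter on low counts were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. The TMM factors lay between 0.713 and 0.845 in the control libraries and between 1.21 and 1.30 in the EcRi libraries. The 10 most abundant genes took between 17.9 and 22.1% of the counts in the control libraries and between 9.65 and 10.7% in the EcRi libraries. EcR (FBgn0000546), the gene targeted by the hairpin, lies on the minus strand of chromosome 2R of the BDGP6 genome from 6087873 to 6169087. Its abundance was 33.5 ± 10.5 CPM (SD, n = 3 libraries) in the control and 29.9 ± 1.87 CPM (SD, n = 3) in EcRi, a difference smaller than the spread between the control libraries. The log2 fold change of EcR was -0.17 (standard error 0.21, adjusted p = 0.517 from edgeR's quasi-likelihood test). A two-sided exact permutation test on log2 CPM gave p = 1, where 3 libraries against 3 cannot give a p below 0.1. Without TMM scaling the log2 fold change of EcR was 0.47, and without control replicate 1 it was 0.10. The libraries are therefore called EcRi after their labels, and every direction given for them is that of the libraries with this label. The RNA came from all cells of the intestine, and reads from the hairpin itself were not separated from those of the gene. If only EcRi carried the driver, hairpin reads in EcRi could hide a fall of EcR. The EcR values therefore do not measure the knockdown in enterocytes.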

To identify this gene, we performed RNA sequencing (RNA-seq) on intestines from animals lacking endogenous ecdysone (*spok*^i^) with or without a transient knockdown of *EcR* to de-repress EcR targets in enterocytes using *Myo1A-GAL4*^ts^. 

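A principal-component analysis was run on the log2 CPM of all tested genes and elements, with a prior count of 2 and each gene centred but not scaled. The first component held 86.4% of the variance, the second 4.28% and the third 3.88%. On the first component the control libraries lay between -102.6 and -83.9 and the libraries labelled EcRi between 87.5 and 97.1. The mean Euclidean distance was 190.1 between libraries of different genotypes and 63.5 between libraries of the same genotype, a ratio of 2.99. The smallest distance between genotypes, 179.01, was larger than the largest distance within a genotype, 72.4. The setting that moved the first component most was scaling each gene to unit variance, which gave it 65.8% of the variance and a distance ratio of 1.79.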

Principal-component analysis revealed that the samples clustered by genotype (Extended Data Fig. 3a), indicating consistency across biological replicates. This identified 1,346 genes that are upregulated and 1,281 genes that are downregulated upon *EcR* knockdown (false discovery rate (FDR) < 0.05; Fig. 2a and Supplementary Table 4). 

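With the quasi-likelihood test of edgeR, 3676 genes and elements were higher and 3574 were lower in the libraries labelled EcRi (n = 3 per genotype, adjusted p below 0.05). With the additional limit that Fig. 2a uses for its colours, 2036 had a log2 fold change above 1 and 1770 one below -1. Limma-voom, the method named by the authors, gave 3640 higher and 3592 lower with the same filter on low counts. The alternative that moved these counts most was scaling by total counts without TMM, which gave 6982 higher and 1546 lower. That scaling shifted the median log2 fold change of all tested genes from 0.03 to 0.68. The genes named next had the largest changes among those with a mean of at least 10 CPM in either genotype and no overlap between the libraries of the 2 genotypes. Osi7, on chromosome 3R from 6248994 to 6251683, had 0 counts in all control libraries and 97.8 ± 29.2 CPM (SD, n = 3) in EcRi, at least 5724-fold higher than in the control. Lcp65Ad, which encodes a larval cuticle protein and lies on chromosome 3L from 6143395 to 6144101, had at most 2 counts in a control library and 102.2 ± 13.2 CPM (SD, n = 3) in EcRi, at least 5981-fold higher. CG14107, CG4702 and Osi6 followed, with log2 fold changes of 13.11, 12.77 and 12.60. CG14107 had at most 12 counts in a control library and CG4702 at most 4, so their fitted values are uncertain. With each library left out in turn, they lay between 12.60 and 14.48 for CG14107 and between 12.22 and 16.68 for CG4702. Among the lower genes, CG4830 (chromosome 3R, 12208159 to 12210360) had 428 ± 83.2 CPM in the control and 0.893 ± 0.726 CPM in EcRi (SD, n = 3 each), a log2 fold change of -8.92 (standard error 0.77, adjusted p = 0.000248 from edgeR's test). LysB, a lysozyme gene, had a log2 fold change of -7.58. CG9360, CG10073 and CG4563 had log2 fold changes of -7.47, -7.35 and -7.00. CG9360 varied between 1.19 and 132.8 CPM in the control libraries, and limma-voom with the same filter gave it an adjusted p of 0.216.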

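Genes of respiration and of morphogenesis were followed as 2 lists written by gene symbol. The respiration list held the 85 nuclear-encoded subunits of respiratory complexes I to V and cytochrome c, of which 75 were tested. Their median log2 fold change in the libraries labelled EcRi was -1.59, with quartiles of -1.79 and -1.43. Of these genes, 71 were lower and 1 was higher, with adjustment over all tested genes as well as within the list. Their summed abundance lay between 16209 and 18881 CPM in the control libraries and between 5193 and 6164 CPM in EcRi (n = 3 each). The 13 respiratory genes encoded by the mitochondrial genome did not pass the filter on low counts and were not tested. Why their counts were low was not examined, so nothing is concluded about their expression. The morphogenesis list held 116 genes with roles in the shaping of epithelia and imaginal discs, and all of them were tested. Their median log2 fold change was 0.52, with quartiles of 0.18 and 1.10. Of these, 75 were higher and 13 lower with adjustment over all tested genes, and 77 were higher and 13 lower with adjustment within the list. Limma's competitive test camera, two-sided and with an inter-gene correlation of 0.01, compared each list with all other tested genes and gave adjusted p values of 5.47e-30 for respiration and 9.04e-07 for morphogenesis. With the inter-gene correlation estimated from the data, camera gave both lists an adjusted p of 0.132, so that neither passed 0.05. Without TMM scaling the medians were -0.94 for respiration and 1.17 for morphogenesis.

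**Figure D1:**
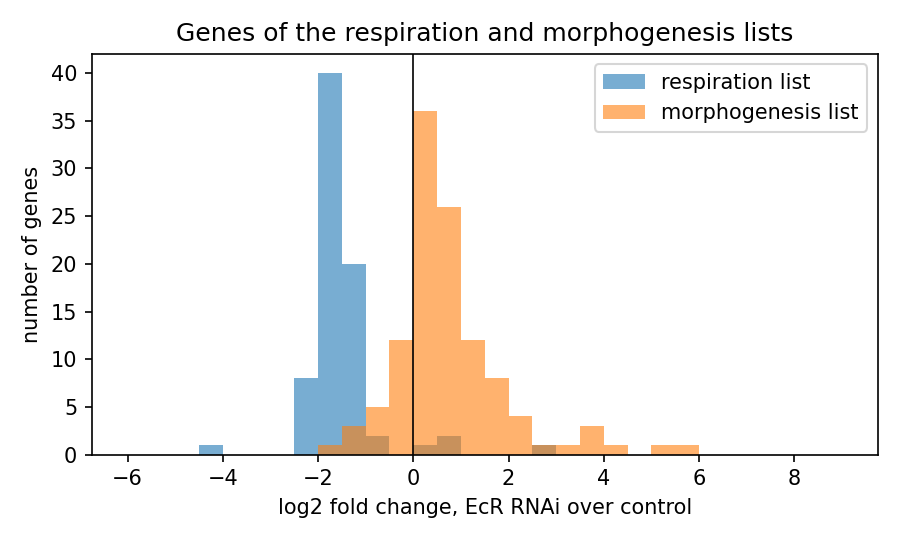
Number of genes (vertical axis) at each log2 fold change of EcRi over control (horizontal axis, bins of 0.5) for the tested genes of the respiration list (blue) and the morphogenesis list (orange). The respiration list is centred on a median of -1.59 and the morphogenesis list on 0.52.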

Gene Ontology enrichment analysis revealed that ecdysone signalling in enterocytes upregulates genes related to morphogenesis and downregulates genes related to respiration (Extended Data Fig. 3b). 

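Adgf-A (FBgn0036752) lies on the minus strand of chromosome 3L from 17751731 to 17764158, and the gene Adgf-A2 lies within the same interval on the same strand. Adgf-A had 309.3 ± 39.8 CPM (SD, n = 3 libraries) in the control and 63.5 ± 7.89 CPM (SD, n = 3) in the libraries labelled EcRi. The log2 fold change of Adgf-A was -2.29 (standard error 0.14, adjusted p = 1.13e-05 from edgeR's quasi-likelihood test). Each control library, with 283 CPM or more, was above each EcRi library, with 72.6 CPM or less (two-sided exact permutation test on log2 CPM, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -2.39 and -2.17. Scaling by total counts moved it most, to -1.62. Relative to RpL32 (rp49), the reference gene of the qRT-PCR experiments, the log2 fold change of Adgf-A was -1.64. Adgf-A2 was measured at 2.05 ± 0.34 CPM in the control and 1.40 ± 0.21 CPM in EcRi (SD, n = 3 each), and reads shared between the overlapping genes were not separated. Adgf-C had 1.89 CPM in the control and 1.38 CPM in EcRi, with an adjusted p of 0.0744 from edgeR's test. Adgf-D rose from 0.202 to 4.47 CPM. The abundances of the 4 tested Adgf genes together summed to 313.5 CPM in the control and 70.7 CPM in EcRi. The paper knocked down EcR in larvae without endogenous ecdysone to de-repress the targets of EcR, and treats genes that change as genes regulated by ecdysone signalling in enterocytes.

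**Figure D2:**
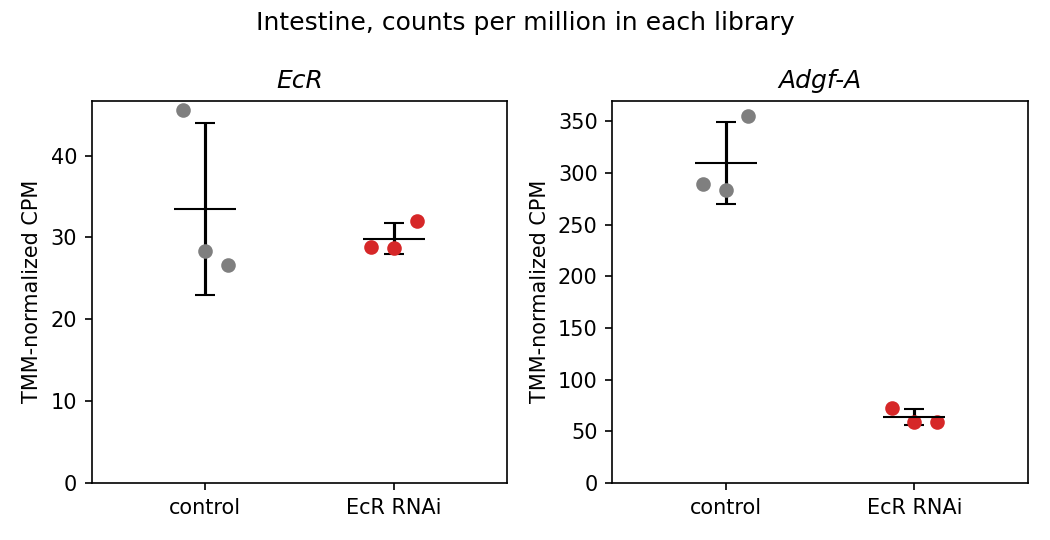
Abundance of EcR (left) and Adgf-A (right) in TMM-normalized CPM, with one point per library, the mean as a horizontal line and the SD as error bars, for control and EcR RNAi intestines (n = 3 each). The EcR libraries of the 2 genotypes overlap, and for Adgf-A the control libraries lie at or above 283 CPM and the EcRi libraries at or below 72.6 CPM.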

Among the downregulated genes, Adgf-A caught our attention. Adgf-A is an adenosine deaminase, mainly expressed in the intestine and secreted into circulation, that converts adenosine to inosine, thereby removing adenosine from circulation (haemolymph). The Zurovec, Dolezal and Bryant laboratories have shown that Adgf-A acts as a growth factor by degrading adenosine^35–39^ and we previously found that adenosine deaminase is necessary to enable wing discs to proliferate in explants^23^. This raised the hypothesis that ecdysone signalling in the intestine inhibits wing proliferation by reducing expression of Adgf-A, thereby leading to an increase in circulating adenosine. Using a green fluorescent protein insertion into the endogenous Adgf-A genomic locus^39^, we confirmed that Adgf-A is expressed in all enterocytes throughout the gut (Extended Data Fig. 3c). Quantitative PCR with reverse transcription (qRT–PCR) confirmed that ecdysone signalling reduces Adgf-A expression in the gut, either in response to 20E feeding (Fig. 2b) or upon knockdown of *EcR* in enterocytes using two independent RNAi lines (Extended Data Fig. 3d). This is followed by an increase in circulating (haemolymph) adenosine levels (Fig. 2c). Notably, there is a delay in adenosine accumulation, probably due to the fact that Adgf-A protein has a certain half-life and needs to degrade once Adgf-A mRNA levels have decreased, and then adenosine needs to accumulate once Adgf-A protein has dropped.

**Fig. 2:**
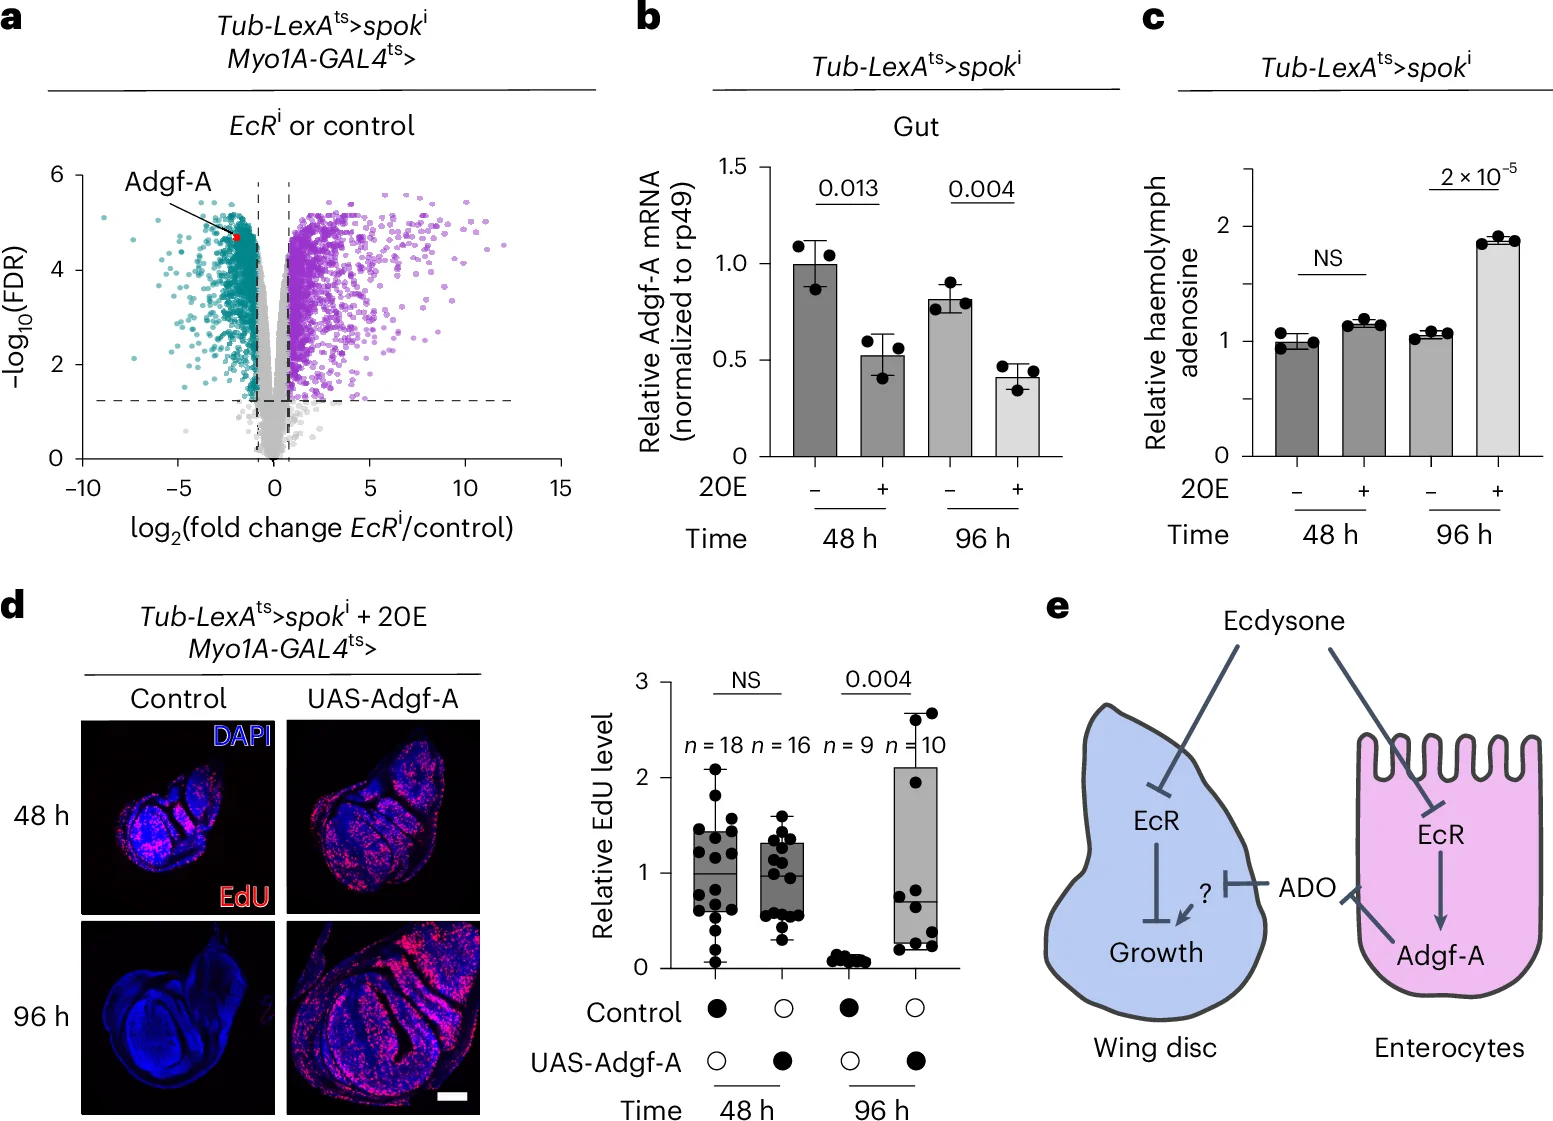
Ecdysone inhibits wing disc proliferation by inhibiting Adgf-A expression in enterocytes, leading to accumulation of extracellular adenosine. **a**, RNA-seq on intestinal RNA identifies Adgf-A as a gene downregulated upon *EcR* RNAi in enterocytes. Volcano plot of log_2_(fold change) versus significance. FDR was calculated with the limma-voom package on the Galaxy platform^57^ with Benjamini–Hochberg adjustment. Significant candidates (FDR < 0.05) with log_2_(fold change) >1 are purple and <−1 are cyan. **b**, Adgf-A mRNA levels are reduced in the intestine of larvae upon 20E feeding. Adgf-A was measured by qRT–PCR on RNA from intestines from larvae lacking endogenous ecdysone synthesis (*spok*^i^) fed with or without 25 µM 20E for 48 or 96 h. *n* = 5 larvae per sample. Representative of three biological replicates. Statistical analysis by one-way ANOVA and Dunnett’s multiple comparisons test. **c**, Haemolymph adenosine levels increase 96 h after feeding larvae 20E. Larvae lack endogenous ecdysone synthesis due to *spok* RNAi. For each sample, 2 µl of haemolymph was obtained from ten larvae at 48 h and 96 h after feeding 20E (25 µM) or vehicle. *n* = 3 biological replicates. Statistical analysis by one-way ANOVA and Dunnett’s multiple comparisons test. **d**, Adgf-A expression is the limiting factor causing wing discs to stop proliferating 96 h after feeding 20E, because Adgf-A expression in the gut rescues the drop in wing proliferation at 96 h. Animals lacking endogenous ecdysone production (*spok*^i^) and fed 25 µM 20E. Representative images (left). Quantification of EdU (right). Statistical analysis by Kruskal–Wallis test and Dunn’s multiple comparisons test. The number of biological replicates is indicated. **e**, Ecdysone inhibits wing proliferation non-autonomously via enterocytes by reducing Adgf-A expression, thereby leading to elevated levels of circulating adenosine (ADO) in the haemolymph. *P* values are indicated in the graphs; NS, not significant. Bar plots, mean ± s.d. Box plot, centre line (median), box limits (first and third quartiles) and whisker (outer data points). Scale bar, 100 µm. Source data

We performed two rescue experiments to test whether Adgf-A is the target gene responsible for blocking wing disc growth downstream of ecdysone signalling. First, we took *spok*^i^ animals fed with 20E and expressed Adgf-A in intestinal enterocytes with *Myo1A-GAL4* (Fig. 2d). This revealed that elevated Adgf-A expression in intestinal enterocytes is sufficient to enable wing discs to proliferate at 96 h. Second, we took *spok*^i^ animals lacking ecdysone, activated EcR signalling in wing discs with *C765-GAL4* to enable wing discs to proliferate (Extended Data Fig. 3e), and added on top the Myo1A driver to activate ecdysone signalling only in enterocytes to stop wing proliferation (Extended Data Fig. 3e). In this background, Adgf-A expression allowed wing discs to proliferate again (Extended Data Fig. 3e). Thus, ecdysone signalling in the gut inhibits wing proliferation via reduced Adgf-A expression. Together, these experiments show that the drop in intestinal Adgf-A, and the increase in adenosine, explains the non-autonomous inhibition of wing proliferation at 96 h (Fig. 2e).

### Circulating adenosine is converted to AMP to inhibit wing proliferation

We next asked how circulating adenosine inhibits wing disc proliferation. In several contexts in *Drosophila*, for instance in response to infection, adenosine acts mainly via the cell-surface adenosine receptor (AdoR)^37,40,41^. Alternatively, it has been shown in human cell culture that adenosine added exogenously to the culture medium can enter cells, become phosphorylated by adenosine kinases (Adk) to AMP and activate AMPK^42^, although this mechanism has not been tested in vivo. To test these two options in vivo, we knocked down *AdoR*, *Adk2* or *Adk3* in wing discs of *spok*^i^ animals fed 20E, to test which gene is required for adenosine to inhibit wing proliferation at 96 h. This showed that knockdown of *AdoR* did not enable wings to proliferate at 96 h (Fig. 3a), whereas knockdown of *Adk2* and *Adk3* did (Fig. 3b). As Adk2/3 are intracellular, this indicates that circulating adenosine needs to enter wing disc cells, and to be converted to AMP by Adk2/3 to inhibit wing proliferation (Fig. 3c). Consistent with this, AMP levels in wing discs increase at 96 h compared with 48 h (Extended Data Fig. 4a) and this was reversed upon knockdown of *Adk2/3* in the wing disc (Extended Data Fig. 4b).

**Fig. 3:**
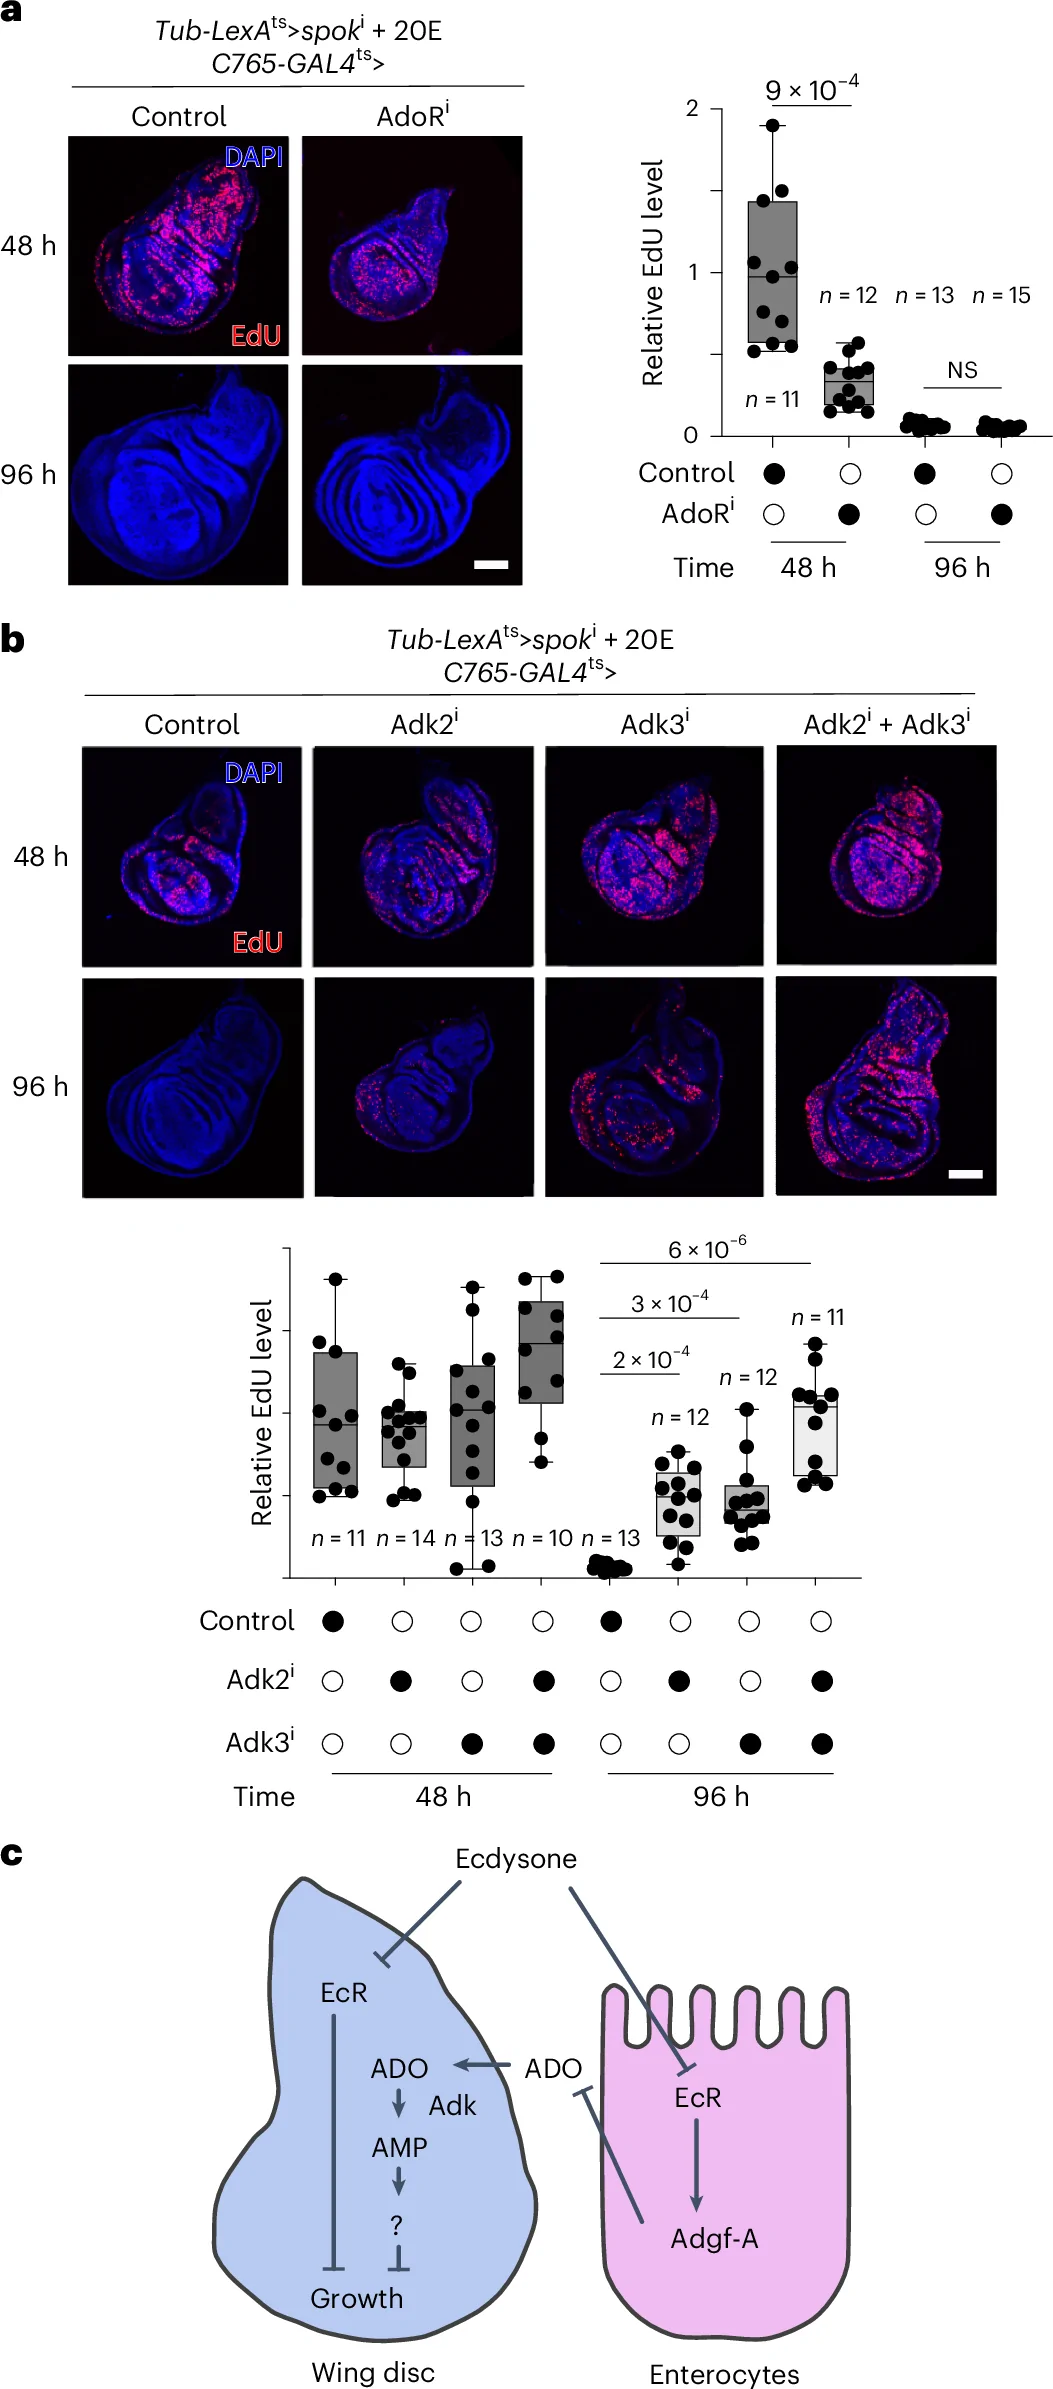
Extracellular adenosine terminates wing disc proliferation via Adk in wing discs. **a**, Knockdown of adenosine receptor (*AdoR*) in wing discs does not rescue the termination of wing proliferation that occurs at 96 h after feeding 20E (25 µM) to animals lacking endogenous ecdysone biosynthesis (*spok*^i^). Representative images (left). Quantification of EdU (right). Statistical analysis by one-way ANOVA and Dunnett’s multiple comparisons test. **b**, Knockdown of adenosine kinases *Adk2*, *Adk3* or both combined in wing discs rescues the termination of wing proliferation that occurs at 96 h after feeding 20E (25 µM) to animals lacking endogenous ecdysone biosynthesis (*spok*^i^). Representative images (top). Quantification of EdU (bottom). Statistical analysis by one-way ANOVA and Dunnett’s multiple comparisons test. **c**, Schematic diagram illustrating that extracellular adenosine inhibits wing proliferation by being converted to AMP via Adk. The number of biological replicates and *P* values are indicated in the graphs; NS, not significant. Box plots, centre line (median), box limits (first and third quartiles) and whiskers (outer data points). Scale bars, 100 µm. Source data

### Circulating adenosine activates AMPK in the wing disc

We next asked whether circulating adenosine, which is converted to AMP, can activate AMPK in the wing disc. To test this, we manipulated the pathway shown in Fig. 3c at three different levels (EcR signalling at the top, Adgf-A expression in the middle and ADK2/3 expression at the bottom) and measured AMPK activation in wing discs, assayed via AMPK autophosphorylation. Ubiquitous activation of EcR signalling, which causes elevated adenosine levels (Fig. 2c), causes elevated AMPK activity in wing discs at 96 h post-induction compared with wing-specific knockdown of *EcR* with *C765-GAL4* (Extended Data Fig. 4c). Next, we either decreased or increased circulating adenosine by overexpressing or knocking down *Adgf-A*, respectively, in the intestine of *spok*^i^ animals, and found that this leads to reduced or elevated AMPK activity in wing discs, respectively, (Fig. 4a). Finally, we tested whether the adenosine needs to be converted to AMP in wing discs to activate AMPK. Indeed, knockdown of *Adk2/3* specifically in wing discs, caused a reduction in AMPK activity (Extended Data Fig. 4d). Hence the activation of AMPK requires conversion of adenosine to AMP. This regulation of AMPK by ecdysone is analogous, but mechanistically different to what has been reported in the fat body, where ecdysone regulates transcription of AMPK subunits^43^.

**Fig. 4:**
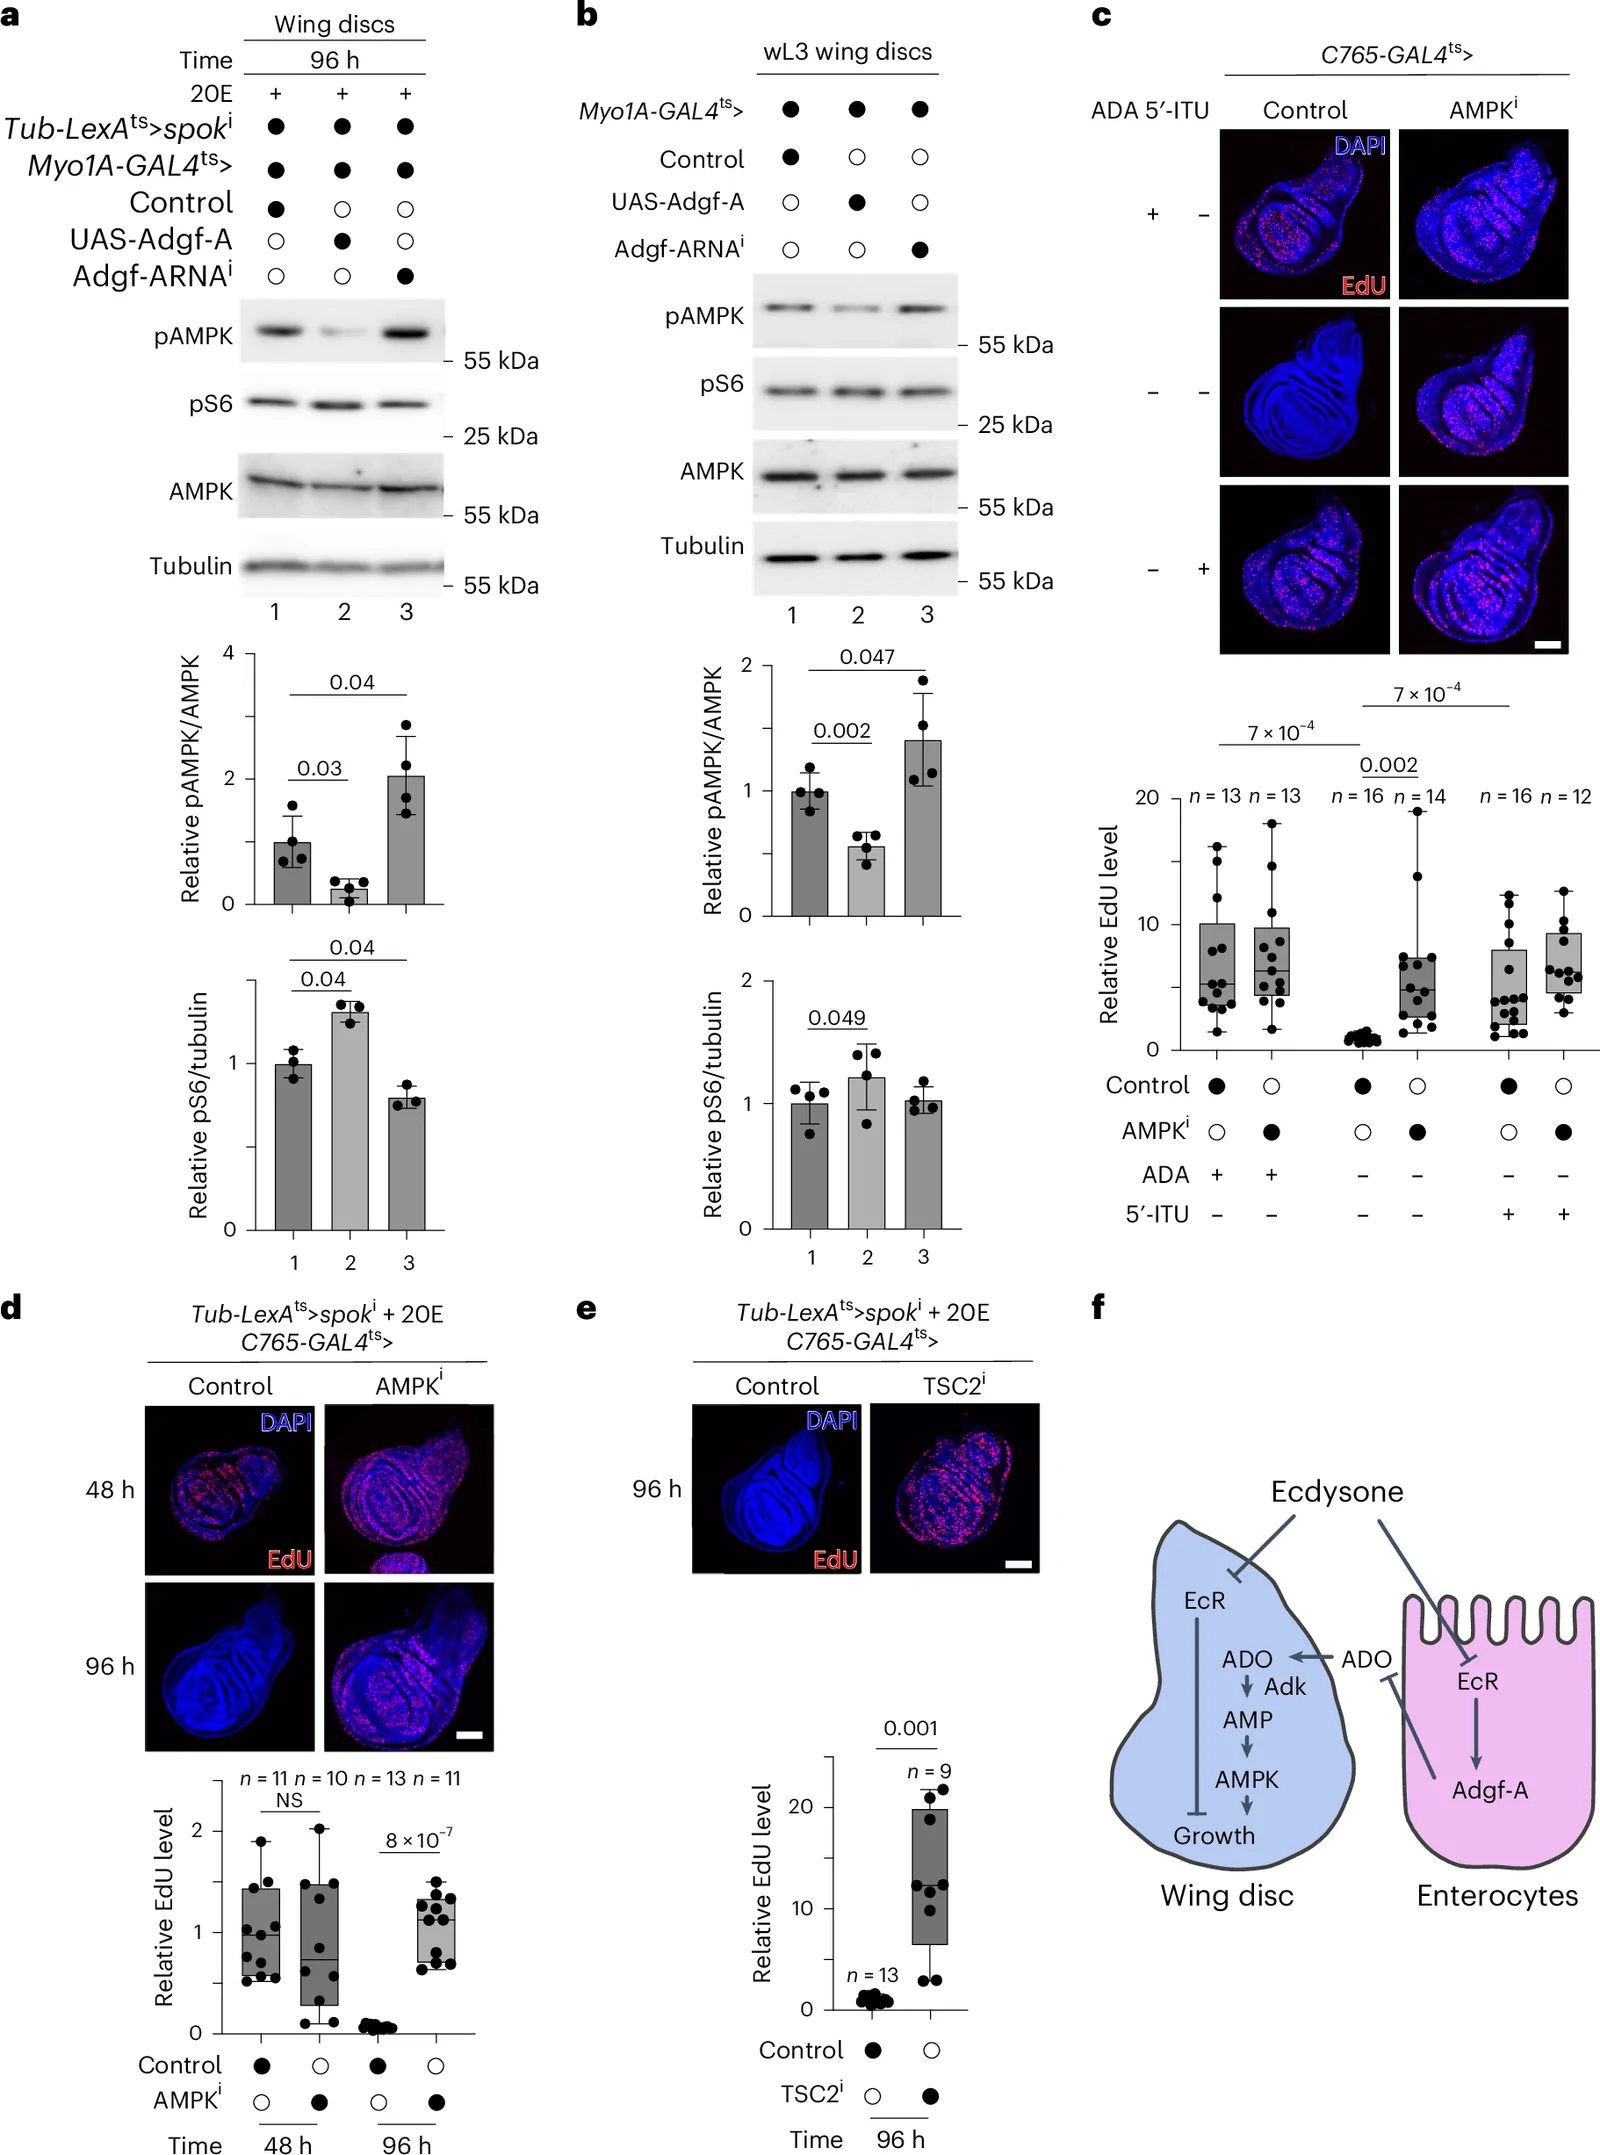
Extracellular adenosine terminates wing disc proliferation by activating AMPK. **a**, Circulating adenosine regulates AMPK activation in wing discs in animals lacking endogenous ecdysone production (*spok*^i^) and fed 25 µM 20E for 96 h. Circulating adenosine levels were increased or reduced by knocking down or overexpressing *Adgf-A* in intestinal enterocytes, respectively. Representative immunoblots (top). Quantification of 4 replicates for AMPK activity (pAMPK/AMPK) and 3 replicates for mTOR activity (pS6/tubulin), 20 wing discs per condition (bottom). Statistical analysis by paired two-sided *t*-test. **b**, Circulating adenosine levels regulate wing AMPK and mTORC1 activity, assayed by either overexpressing or knocking down *Adgf-A* in enterocytes (with *Myo1A-GAL4*) in animals that are otherwise wild type. Activities are assayed by immunoblotting wing disc lysates. Representative immunoblot (top). Quantification of 4 replicates, 20 wing discs per sample (bottom). Statistical analysis by paired two-sided *t*-test. **c**, Adenosine inhibits wing disc proliferation via Adk and AMPK in explants. Control and *AMPK* knockdown wing discs cultured for 3 h ex vivo in medium containing calf intestinal ADA, Adk inhibitor 5′-ITU or neither for 3 h and then stained with EdU. Representative images (top). Quantification of EdU (bottom). Statistical analysis by Kruskal–Wallis test and Dunn’s multiple comparisons test. **d**, Knockdown of *AMPK* in wing discs of animals lacking endogenous ecdysone biosynthesis (*spok*^i^) but fed 25 µM 20E enables wing discs to continue proliferating at 96 h, showing that AMPK activation causes termination of wing proliferation. Representative images (top). Quantification of EdU (bottom). Statistical analysis by one-way ANOVA and Dunnett’s multiple comparisons test. **e**, Knockdown of *TSC2* in wing discs to activate mTORC1 enables wing discs in animals lacking endogenous ecdysone biosynthesis (*spok*^i^) but fed 25 µM 20E to continue proliferating at 96 h. Representative images (top). Quantification EdU (bottom). Statistical analysis by unpaired two-tailed *t*-test. **f**, Schematic diagram summarizing the molecular mechanism by which ecdysone ambivalently regulates wing proliferation. On the one hand, ecdysone autonomously promotes proliferation in the wing disc. On the other hand, it non-autonomously inhibits wing growth with a delay by acting on intestinal enterocytes to inhibit Adgf-A expression, causing levels of circulating adenosine to increase with a delay, which then gets imported into the wing disc and phosphorylated by Adk to AMP to activate AMPK and inhibit mTORC1, thereby inhibiting proliferation. The number of biological replicates for EdU and *P* values for all are indicated in the graphs; NS, not significant. Bar plots, mean ± s.d. Box plots: centre line (median), box limits (first and third quartiles) and whisker (outer data points). Scale bars, 100 µm. Source data

Of note, knockdown or overexpression of *Adgf-A* in intestinal enterocytes of animals that are otherwise wild-type also increased or decreased wing disc AMPK activity, respectively (Fig. 4b and Extended Data Fig. 4e). Thus, endogenous adenosine circulating in wild-type animals activates AMPK in imaginal discs. In sum, we conclude that circulating adenosine in larvae is imported into imaginal tissues such as the wing disc, where it is converted to AMP and activates AMPK. As a result, wing disc AMPK activity is ‘remote controlled’ by the intestine. Indeed, activation of ecdysone target genes in the gut using *Myo1A-GAL4* causes AMPK activation in wing discs (Extended Data Fig. 4f).

### Circulating adenosine inhibits wing proliferation via AMPK

Next we tested whether AMPK activation is the reason why wing cells stop proliferating. To address this, we first used wing disc explant cultures where we can easily use pharmacological inhibitors. We previously showed that in explants, wild-type wing discs stop proliferating if the adenosine in the medium is not removed by adding adenosine deaminase (ADA)^23^ (Fig. 4c). As in larvae, adenosine in explant culture needs to enter the discs to inhibit their proliferation, as this effect is blocked by inhibiting the equilibrating nucleoside transporters Ent1, Ent2 and Ent3 with dipyridamole (Extended Data Fig. 5a) and it needs to be phosphorylated to AMP because this effect is blocked by inhibiting adenosine kinases with 5′-ITU (Fig. 4c). To test whether adenosine inhibits wing proliferation via AMPK, we explanted wing discs with an *AMPK* knockdown, and found that they can proliferate also in the absence of adenosine deaminase (Fig. 4c). From this we conclude that in explant cultures adenosine enters the disc, is converted to AMP via Adks, and activates AMPK to inhibit proliferation. To test whether this mechanism is also active in vivo, we knocked down *AMPK* in wing discs of *spok*^i^ animals fed 20E, which normally stop proliferating at 96 h, and found that this enables them to continue proliferating (Fig. 4d and Extended Data Fig. 5b,c). Thus, AMPK activation is causing wing discs in these animals to stop proliferating at 96 h.

### Circulating adenosine inhibits mTORC1 to inhibit wing proliferation

As AMPK inhibits mTORC1, the data presented above raise the possibility that activation of AMPK by adenosine may lead to mTORC1 inactivation. We therefore assayed mTORC1 activity by immunoblotting wing disc lysates for RpS6 phosphorylation^44^, and found that all the manipulations mentioned above, which either decrease or increase circulating adenosine, in either the *spok*^i^ background or in the wild-type background, lead to an increase or a decrease in wing disc mTORC1 activity, respectively (Fig. 4a,b and Extended Data Fig. 4c–f). To test whether wing discs stop proliferating due to inactivation of mTORC1, we activated mTORC1 by knocking down the upstream inhibitor, TSC2 (ref. ^45^). Whereas wing discs of *spok*^i^ animals fed 20E usually stop proliferating by 96 h, wing-specific activation of mTORC1 enabled the discs to continue proliferating (Fig. 4e). Conversely, inhibition of mTORC1, through knockdown of either *Rheb* or *Raptor*, reverses the proliferation enabled by *AMPK* knockdown at 96 h of 20E feeding, showing that mTORC1 acts downstream of AMPK to regulate proliferation (Extended Data Fig. 5d).

In sum, our data yield a molecular model whereby ecdysone promotes wing disc proliferation by acting directly on the wing disc, and also inhibits wing disc proliferation, but with a delay, by blocking Adgf-A expression in the gut, leading to accumulation of adenosine in circulation after some time, activation of AMPK and inhibition of mTORC1 in the wing disc (Fig. 4f).

### Adenosine levels are regulated in development

During development, ecdysone titre oscillates, peaking at every transition between larval stages and strongly increasing at the end of larval development to induce metamorphosis^21^. Hence ecdysone titre is high at the beginning of L3, decreases in the middle, and then increases again at the end when the larvae wander. To test whether these changes affect Adgf-A expression, we quantified Adgf-A mRNA levels in intestines of early L3, mid-L3 and wandering L3 animals by qRT–PCR and found that, as expected, Adgf-A expression peaks in the middle of L3 when ecdysone titre is low, and decreases in wandering L3 when ecdysone titres increase (Fig. 5a). This is due to ecdysone signalling, because knockdown of ecdysone synthesis causes Adgf-A levels to stay high (Fig. 2b). Quantification of adenosine levels revealed that they increase at 0 and 24 h after pupariation, that is with a short delay compared with when Adgf-A levels drop in wandering animals (Fig. 5b).

**Fig. 5:**
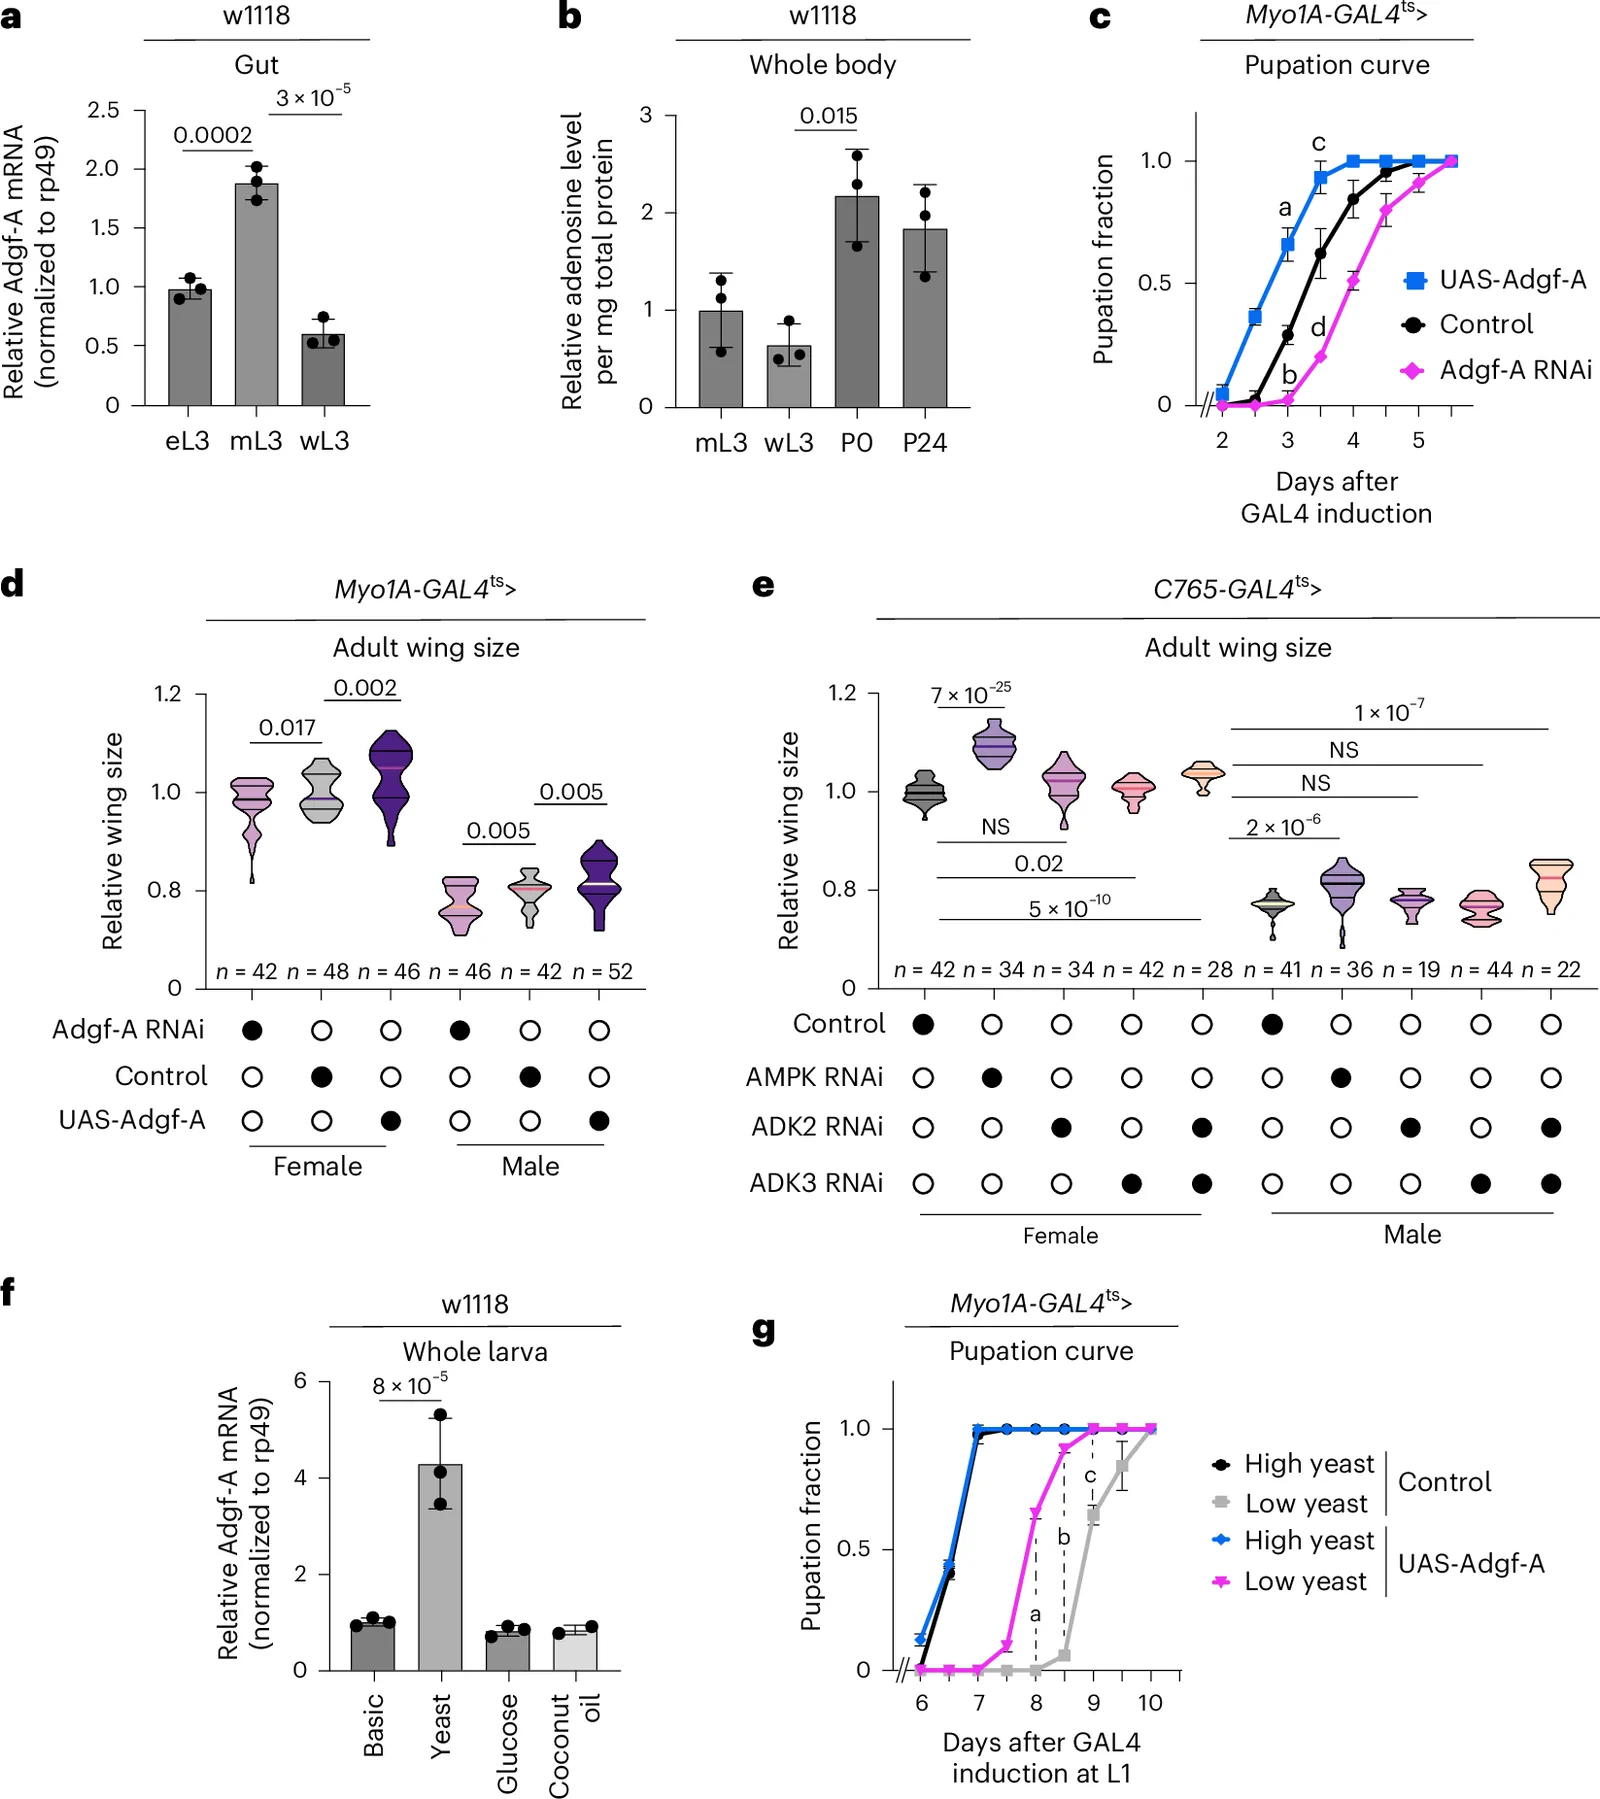
Regulation of wing growth by adenosine via AMPK is regulated in vivo. **a**, Adgf-A transcript levels increase in the middle of third instar (L3), quantified by qRT–PCR from whole larvae. *n* = 5 larvae in early L3 (eL3), mid-L3 (mL3) and wandering (wL3) stages. Representative of three biological replicates. Statistical analysis by one-way ANOVA and Dunnett’s multiple comparisons test. **b**, Adenosine levels increase in white pupae. Adenosine levels were measured in mL3 and wL3 larvae, white pupae (P0) and pupae 24 h post pupation (P24), normalized to total protein measured by BCA. *n* = 3 whole animals per condition. Statistical analysis by one-way ANOVA and Dunnett’s multiple comparisons test. **c**, Circulating adenosine levels regulate developmental timing, assayed by either overexpressing or knocking down *Adgf-A* in intestinal enterocytes to decrease or increase circulating adenosine levels, respectively, and quantifying pupation timing. First instar larvae were collected and seeded at equal density into vials and placed at 18 °C to grow. At early L3, they were shifted to 29 °C to turn on GAL4 activity. *n* = 3 × 30 animals. Statistical analysis by one-way ANOVA with Dunnett’s multiple comparisons test relative to the control genotype, *P* = (**a**) 0.007, (**b**) 0.002, (**c**) 0.03, (**d**) 0.03. **d**, Adult wings are slightly larger in animals that had low circulating adenosine during L3, generated by overexpressing Adgf-A in intestinal enterocytes, whereas animals with high adenosine have slightly smaller wings. Larvae with indicated genotypes were shifted at early L3 to 29 °C to enable GAL4 activity. Statistical analysis by unpaired two-tailed *t*-test. **e**, Activity of the adenosine signalling pathway in wings regulates wing size, seen by knocking down *AMPK*, or *Adk2* or *Adk3*. Larvae of indicated genotypes were shifted at early L3 to 29 °C to enable GAL4 activity. Statistical analysis by unpaired two-tailed *t*-test. **f**, Expression of Adgf-A is upregulated upon yeast feeding. Wild-type larvae at early L3 were fed PBS + agar (basic) food supplemented with yeast, glucose or coconut oil for 48 h and Adgf-A mRNA levels were measured by qRT–PCR. *n* = 5 larvae per condition. Representative of three biological replicates. Statistical analysis by unpaired two-tailed *t*-test. **g**, Dietary yeast increases growth rate in part by regulating circulating adenosine levels, seen as a partial rescue in the developmental delay caused by low yeast by reducing circulating adenosine with Adgf-A overexpression. First instar larvae of indicated genotypes were seeded at equal density in food containing high or low yeast at 29 °C to enable GAL4 expression, and then pupation rates were recorded. *n* = 3 × 45 animals. Significance comparing UAS-Adgf-A animals with control animals by repeated measures two-way ANOVA with Tukey’s multiple comparisons test. *P* = (**a**) 3 × 10^−5^, (**b**) 1 × 10^−15^, (**c**) 0.02. The number of biological replicates and *P* values are indicated in the graphs; NS, not significant. Bar plots and line plots show mean ± s.d. Violin plots, centre line (median), black lines (first and third quartiles) and the range of data; the distribution is medium smoothed. Source data

### Adenosine regulates growth rate and mildly affects final organism size

We next asked whether this mechanism affects organismal growth and development. Reduction of circulating adenosine levels by Adgf-A overexpression in intestinal enterocytes causes larvae to grow faster and larger (Extended Data Fig. 6a) and to pupate faster (Fig. 5c). Hence, the endogenous levels of adenosine circulating in wild-type animals slows down their growth and development. Conversely, knockdown of *Adgf-A* causes a pupation delay (Fig. 5c). We then assayed adult wing size as a proxy for total body size. Animals with reduced or elevated adenosine levels have mildly increased or decreased wing size, respectively (Fig. 5d). As Adgf-A overexpression yields larger animals (Fig. 5d) that developed faster (Fig. 5c), it must cause the tissues to grow substantially faster. Consistent with this, knockdown of *EcR* in intestinal enterocytes, which causes reduced Adgf-A expression, causes a pupation delay that is rescued by Adgf-A overexpression (Extended Data Fig. 6b). In sum, endogenous adenosine that is in circulation acts as a brake to reduce the rate of tissue growth. We did not observe changes in the proportions of adult organs, indicating that adenosine equally represses growth of all imaginal discs. We also tested knockdown of *AMPK* or *Adk2* + *Adk3* in the wing during L3, to prevent adenosine from acting on the wing, and this led to adult wings that were larger than controls (Fig. 5e), consistent with adenosine affecting wing size via AMP and AMPK.

### Dietary yeast regulates developmental rate in part via adenosine

We next asked whether Adgf-A expression in the gut is regulated by other physiological inputs besides ecdysone. As the gut is the primary site of nutrient sensing, we tested if Adgf-A expression is regulated by dietary nutrients. We placed larvae on basal food made of PBS + non-digestible agar and supplemented it with a source of amino acids (yeast), glucose or lipid (coconut oil). qRT–PCR revealed a significant increase in Adgf-A expression in response to yeast (Fig. 5f) or amino acids (Extended Data Fig. 6c). The sensing mechanism is independent of ecdysone signalling because yeast does not reduce expression of ecdysone target genes in the gut (Extended Data Fig. 6d), and dietary yeast can increase Adgf-A expression also in *spok*^i^ animals lacking ecdysone (‘-20E’; Extended Data Fig. 6c,e). This sensing is also independent of mTORC1 because constitutive activation of mTORC1 by knocking down *TSC2* or inhibition of mTORC1 by knocking down *Raptor* or *Rheb* did not blunted the induction of Adgf-A expression in response to dietary amino acids (Extended Data Fig. 6f). Instead, knockdown of either *GCN2*, which senses amino acid deprivation, or the downstream transcription factor *ATF4* abolished the response (Extended Data Fig. 6g). Thus, dietary amino acids regulate Adgf-A expression in enterocytes via the GCN2-ATF4 pathway. In sum, Adgf-A expression in the gut is regulated by an endogenous signal (ecdysone) and by an exogenous signal (dietary nutrients).

Dietary yeast enables *Drosophila* to develop faster^46^. As dietary yeast regulates Adgf-A expression (Fig. 5f), and Adgf-A regulates growth rate (Fig. 5c,d), this raises the possibility that dietary yeast regulates organismal growth in part via Adgf-A. To test this, we measured pupation rates of larvae placed on food with either low or high yeast. As expected, control animals on a low-yeast diet pupate slower than control animals on high yeast (Fig. 5g). Note that the high yeast food used in this experiment is richer than the standard food we used in all other experiments, including the one in Fig. 5c (Extended Data Fig. 6h). On high yeast, where Adgf-A levels are elevated (Fig. 5f), overexpression of Adgf-A had no effect on pupation timing (Fig. 5g). Overexpression of Adgf-A, however, rescued roughly half of the developmental delay caused by the low-yeast diet (Fig. 5g) indicating that the delay caused by low yeast is due in part to elevated adenosine levels. A two-way analysis of variance (ANOVA) on pupation curves from these two genotypes on three different yeast concentrations (Extended Data Fig. 6i) revealed a significant interaction between genotype and diet (*P* < 0.0001). Consistent with this effect working via AMPK and mTORC1, a low-yeast diet causes increased AMPK activity and reduced mTORC1 activity in wing discs, and this effect is blunted by Adgf-A expression (Extended Data Fig. 7a). Thus, the effect of dietary yeast on developmental rate is not only due to the nutrients contained in the yeast, but also partly due to a sensing mechanism whereby the gut senses the yeast, activates Adgf-A expression, reduces circulating adenosine and thereby accelerates the growth rate of all imaginal tissues.

### Dietary adenosine regulates growth

We next investigated whether dietary adenosine can affect organismal growth rates by supplementing the food with 1 mM adenosine. Immunoblotting of wing disc lysates revealed that dietary adenosine activates AMPK and inhibits mTORC1 in the wing (Extended Data Fig. 7b). Dietary adenosine inhibits mTORC1 via AMPK because *AMPK* knockdown rescues mTORC1 activity (Extended Data Fig. 7c). As expected, dietary adenosine causes a significant delay in the pupation rate of the animals (Extended Data Fig. 7d). This is not due to a direct effect of adenosine on ecdysone signalling, assayed by qRT–PCR on ecdysone target genes upon 24 h of adenosine feeding (Extended Data Fig. 7e). In sum, we find that circulating adenosine integrates multiple inputs to regulate developmental growth rates, including ecdysone levels, dietary yeast levels and dietary adenosine levels (Extended Data Fig. 7f).

### Circuitry logic of the ambivalent effect of ecdysone on growth

Notably ecdysone has an ambivalent effect on wing growth, both activating it autonomously, and inactivating it non-autonomously with a delay. This circuitry could enable a pulse of ecdysone to induce a discrete amount of wing growth by inducing wing proliferation on the one hand, while on the other hand limiting the amount of time wing cells have to proliferate. This might be relevant for normal development where ecdysone levels oscillate, peaking at every larval transition, such that each peak enables organs to grow a certain amount. Although this concept will require further study, we did a proof-of-principle experiment with the *spok*^i^ system to simulate two subsequent pulses of ecdysone signalling. As shown in Fig. 1d, when *spok*^i^ animals lacking endogenous ecdysone are fed 20E, this causes wing discs to proliferate for 48 h and then to stop by 96 h. If we continue feeding these larvae 20E beyond 96 h for multiple days, the wing discs remain continuously EdU negative (‘20E continuous’; Extended Data Fig. 8a). If instead, after 96 h of 20E feeding, we remove ecdysone from the food for 48 h and then give them a second pulse of ecdysone, the wing discs again proliferate transiently, and then stop again (‘re-add’; Extended Data Fig. 8a). Thus, two subsequent pulses of ecdysone cause two discrete periods of organ growth. In wild-type larvae, the ecdysone pulses happen frequently (every 24 h) so that a complete stop in wing proliferation between pulses is not seen, nonetheless the accumulation of adenosine could slow down proliferation (Fig. 5c). In sum, this incoherent feedforward loop^47^ downstream of ecdysone seems to enable ecdysone signalling to induce a discrete amount of tissue growth.

## Discussion

The data presented here support a model whereby ecdysone signalling and dietary protein regulate wing growth by controlling expression of Adgf-A in intestinal enterocytes. This affects the levels of circulating adenosine, which enters into tissues such as the wing, is converted to AMP, activates AMPK and thereby inhibits wing proliferation.

These results expand our understanding of AMPK in three ways. First, we find that AMPK can be activated by a signalling metabolite, adenosine, which is not due to stress. Instead, adenosine levels are developmentally regulated via controlled deamination downstream of ecdysone signalling. Furthermore, both flies and mammals express extracellular phosphatases that can produce adenosine via dephosphorylation of adenosine nucleotides^48,49^. Regulation of AMPK via adenosine may be relevant in multiple different aspects of physiology and disease, as AMPK regulates cellular and organismal energy balance, and AMPK is dysregulated in diabetes and cancer^3^. Second, in this context, AMPK is not sensing an intracellular signal, but a non-autonomous, extracellular signal (adenosine) that is being produced by other tissues in the body. Thus, AMPK in one tissue is being ‘remote controlled’ by another tissue. Finally, we find an additional physiological function of AMPK, which is to regulate the rate of organ growth. It will be interesting to study whether this function is evolutionarily conserved. Indeed, single-nucleotide polymorphisms in the genes encoding for ADK and the human orthologue of Adgf-A, adenosine deaminase (ADA2), are significantly associated with body height in humans^50^.

Nutrients are known to regulate the growth rate of animals^46^. One nutrient frequently given to *Drosophila* to boost it growth is yeast. We find that roughly half of the effect of yeast on organismal growth rate is not directly due to its metabolic contribution to cell anabolism, but rather to its ability to activate a signalling pathway involving Adgf-A, adenosine and AMPK. This therefore uncovers a mechanism how dietary yeast controls *Drosophila* growth. Of note, it was previously shown that dietary amino acids also stimulate mTORC1 signalling in the fat body, which stimulates insulin/dILP secretion, which in turn stimulates growth of all tissues in the body^51–54^. Thus, it seems that nutrients mainly boost organ growth and developmental rate by activating signalling pathways that sense the nutrients, rather than by directly impinging upon metabolic flux.

The results presented here indicate that *Drosophila* has a circulating, signalling metabolite, adenosine, which actively inhibits tissue growth. This adenosine counteracts insulin, which is also in circulation but promotes tissue growth, whereas adenosine inhibits it. Adenosine levels integrate multiple inputs, as they are regulated by both ecdysone and dietary protein. In conditions of low yeast, adenosine acts as a ‘break’ because overexpression of Adgf-A causes the animals to grow and develop faster, indicating that they have the metabolic capacity to grow faster than they do. We speculate that biological systems use nutrient sensing pathways in a conservative manner, downregulating cellular metabolism more drastically than necessary based on the available nutrients, to ensure that cells do not encounter a metabolic catastrophe, which could lead to cell death.

We find that ecdysone affects wing growth in two ambivalent ways. On the one hand, it autonomously promotes wing proliferation. On the other hand, it inhibits wing proliferation with a delay via circulating adenosine. Additional work will be required to further dissect the implications of this ambivalent signalling pathway on organ growth. The autonomous branch affects one organ at a time (for example if ecdysone sensitivity is increased in the wing disc, the wing disc will proliferate more, but not other tissues). Thus, autonomous ecdysone signalling might affect the relative proportion of organs. The non-autonomous branch, instead, affects all organs equally (we see that manipulation of circulating adenosine levels either speeds up or slows down the rate of growth of the entire animal). This non-autonomous branch also highlights that organ size control relies on inter-organ communication^55,56^. Finally, due to the time delay in the non-autonomous inhibitory branch, every peak of ecdysone at a larval molt might license organs for a discrete amount of growth. This adds an additional, temporal, aspect to the complexity of how ecdysone affects tissue growth, which was already known to be dose-dependent. Whereas low levels of ecdysone are required for wing growth^22–27^, the high levels of ecdysone that induce metamorphosis cause wing discs cells to stop proliferating^17^. Dissecting the underlying logic to this complex wiring may shed light on how organ size and growth rates are regulated.

## Methods

### *Drosophila* maintenance

A list of fly stocks used in this study are listed in Supplementary Table 1. The sequences of oligonucleotides used for genotyping stocks and recombinant chromosomes are listed in Supplementary Table 2. Detailed genotypes of all animals for all figure panels are indicated in Supplementary Table 3.

Fly stocks were maintained at 25 °C with a 12-h light–dark cycle. Larvae for experiments were raised at 18 °C for 6 days after egg laying to pass the L2/L3 molt, and then shifted to 29 °C to inhibit Gal80^ts^ and induce the UAS/GAL4 and LexO/LexA:GAD systems.

For 20E feeding experiment, early L3 larvae were picked manually and transferred into food containing 25 µM 20E. Every 48 h the larvae were transferred into food with fresh 20E. The larvae were kept at 29 °C until the time points indicated in the figures.

For different nutrients conditions, larvae were fed food (PBS + 0.8% agar) mixed with 10% yeast, 10% sucrose or 10% coconut oil. After 2 days, the larvae were used for RT–PCR. For pupation curves of larvae growing on different nutrients conditions, larvae were fed diluted food (20% normal food + 0.8% agar) or diluted food supplemented with 0%, 5% or 10% dry yeast (final). For pupation curves of larvae fed with adenosine, equal numbers of L1 larvae for each genotype were picked and added into food containing 0 mM, 0.5 mM or 1 mM adenosine. For western blots of larvae fed with adenosine diet, equal numbers of L2/L3 molting larvae were picked and added into food containing 0 mM and 1 mM adenosine. After 48 h, the wing discs were dissected and lysed for blotting analysis.

### Explant culture

Third instar wandering larvae were dissected in PBS, and the inverted larvae with attached wing discs were transferred briefly into Shields and Sang M3 insect medium (Sigma, S3652) to wash them. The inverted larvae (6–8 per sample) were then placed in explant medium as described previously^23^ (Shields and Sang M3 insect medium containing 100 U ml^−1^ penicillin, 100 µg ml^−1^ streptomycin (Gibco, 15140122), 1.6 nM juvenile hormone (Sigma, 333725), 5 nM ecdysone (Enzo Life Sciences, LKT-E0813-M010) and 10 µg ml^−1^ insulin (Sigma, I0516), with or without 8.3 ng ml^−1^ adenosine deaminase (Roche, 10102105001)) for 3 h. We observed batch-to-batch variation in the amount of adenosine in M3 medium. In cases where the adenosine in the M3 medium was not sufficient to inhibit disc proliferation within 3 h, the medium was also supplemented with 20 µM adenosine. Incubations were performed in explant chambers with constant stirring for oxygenation^23^. For pharmacological treatments, drugs were added to the explant medium with the following final concentrations: adenosine kinase inhibitor 5-Iodotubercidin (10 µM), ENTs inhibitor dipyridamole (30 µM).

### EdU staining

Discs were incubated with EdU (final concentration 25 µM) in Shields and Sang insect M3 medium (for in vivo experiments) or explant culture medium (for explant experiments) while rotating for 1 h at room temperature (RT). Afterwards, discs were fixed in 4% paraformaldehyde for 20 min at RT. Discs were permeabilized in PBS/0.2% Triton (PBT) and blocked in PBT/0.1% BSA (BBT) for 30 min. After removing the solution, EdU Click-IT reaction mix (Invitrogen, C10338; 100 µl per condition) was added and incubated for 35 min at RT. Afterwards, discs were washed in PBT at least three times and nuclei were stained using 4,6-diamidino-2-phenylindole (DAPI) before glycerol mounting medium (160 ml glycerol, 20 ml 10× PBS, 0.8 g n-propyl gallate and 12 ml water) was added for equilibration, and discs were mounted on slides for imaging.

### Quantifications

EdU signals were quantified using a Fiji macro available on GitHub (https://github.com/aurelioteleman/Teleman-Lab/tree/master/ImageJ%20Macros). This macro quantifies integrated EdU signal normalized to wing disc area, identified via the presence of DAPI/nuclear stain. Note that this results in values with arbitrary units, and should not be used to compare signal levels between different experiments as the absolute value is influenced by staining and imaging settings. To measure adult wing size, the whole wings were outlined using Fiji (ImageJ) and the area was quantified using the measure function in the software.

### Immunoblotting and antibodies

Twenty wing discs from ten larvae were lysed per sample for immunoblotting. Larvae were dissected in Shields and Sang M3 insect medium and wing discs were transferred into a PCR tube containing the same medium on ice. After spinning them down, the medium was removed and lysis buffer (40 mM HEPES, pH7.5, 10 mM β-glycerophosphate, 10 mM Na-pyrophosphate, 30 mM NaF, 1%Triton X-100, 1× cocktail proteinase inhibitor and 1× phosSTOP) was added immediately. The samples were kept in ice for 10 min, and pipetted up and down several times. After centrifuge at 10,000*g* for 1 min at 4 °C, the supernatant was collected and protein concentration was measured by BCA. Before loading samples on an SDS–PAGE, Laemmli buffer was added to 1× final concentration and the samples were boiled for 5 min at 95 C. Antibodies used are rabbit anti phospho-ribosomal protein S6 1:1,000 dilution^58^, rabbit anti phospho-AMPKα (T172) (Cell Signalling, 50081), rabbit anti phospho-S6K (T398) (PhosphoSolutions, p1705-398) 1:1,000 dilution, rabbit anti-AMPKα (Cell Signalling, 2532S) 1:1,000 dilution and rabbit anti-α-tubulin (Cell Signalling, 2125) 1:1,000 dilution. Guinea pig anti-*Drosophila* S6K (1:2,000 dilution) was generated by us and described and validated elsewhere^59^.

### Quantitative RT–PCR

Oligonucleotides used for qRT–PCR are listed in Supplementary Table 2. In total, 6–10 wing discs were used for total RNA extraction with TRIZOL (Invitrogen). Reverse transcription was performed with Maxima H Minus Reverse Transcriptase (Thermo Scientific). qPCR was performed using Maxima SYBR Green/Rox (Fermentas), normalized to rp49. The annealing temperature was 60 °C.

### Adenosine quantification

A total of 3 µl of haemolymph from five larvae or three whole animals in each condition were used for analysis with adenosine assay kit (Abcam, ab211094). Larvae were washed with PBS and dried on a clean tissue paper. For quantifying adenosine in haemolymph, five larvae were collected together on a cold glass. The larvae were pinched to break their skin. The haemolymph was collected and immediately mixed with cold assay buffer. For adenosine quantification in whole animals, three larvae or pupae were collected in cold assay buffer and immediately homogenized on ice. After 10 min, the samples were centrifuged at 10,000*g*, 4 °C for 10 min and the supernatant was used for analysis. The assay was then performed as per manufacturer’s instructions. The fluorescent signals were read using a SPECTROstar Omega at Ex/Em = 544/585–595 nm with gain at 500. The adenosine levels in whole animals were normalized with total protein amount quantified by BCA assay.

### AMP quantification

Roughly 30 wing discs in each condition were used for analysis using the AMP assay kit (Abcam, ab273275). Roughly 15 larvae were dissected in cold PBS. The wing discs were collected in PCR tubes, and afterward homogenized in cold assay buffer quickly. The samples were kept on ice for 10 min, followed by centrifugation at 10,000*g* for 10 min at 4 °C. The supernatant was collected for analysis as per manufacturer’s instructions. The OD_570_ values of all samples were in the linear range, determined by a standard curve. The final values were normalized with total protein amount quantified by BCA assay.

### RNA-seq

*Spok* knockdown and *EcR* knockdown were achieved by crossing *LexO-spok RNAi, Tub-GAL80ts; UAS-EcR RNAi/ST* females with *Myo1A-GAL4; Tub-LexA/ST* males (*EcR*^i^) or *+; Tub-LexA* males (control). To collect experimental animals, flies were allowed to lay eggs in vials for roughly 8 h. Tubes were kept at 18 °C for 6 days to reach the L2/L3 molt. Non-Tubby larvae were picked and transferred to 29 °C incubation for 4 days. The whole intestine from larvae were dissected and used for total RNA extraction with TRIZOL (Invitrogen). The library preparation and sequencing were performed by the DKFZ NGS core facility.

Data analysis was performed on the Galaxy server platform^57^. Before aligning read sequences to the *Drosophila* genome with HISAT2, adaptor sequences were trimmed using Trim Galore! The counts were quantified by featurecounts. The differentially expressed genes were analysed using limma-voom. The genome annotation used was Ensembl (dm6) available at http://ensembl.org. Raw data are deposited at the NCBI Gene Expression Omnibus under accession code GSE284402. Raw counts are provided in Supplementary Table 4.

### Statistics and reproducibility

Statistical analysis was performed using Graphpad Prism v.10. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were randomized. The investigators were not blinded to allocation during experiments and outcome assessment. For each dataset, we first used the Shapiro–Wilk test to check for data normality. For data that followed a normal distribution, we used a two-tailed *t*-test for pairwise comparisons, and ANOVA with Dunnett’s multiple comparison correction for multi-group comparisons. For data that did not follow normality, we used a two-tailed Mann–Whitney *U*-test for pairwise comparisons and a Kruskal–Wallis test with Dunn’s post hoc correction for multi-group comparisons. The tests used are indicated in the figure legends. *P* values < 0.05 were considered as significant and are shown in the figures. Figures were prepared with Affinity Photo.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at https://doi.org/10.1038/s41556-025-01764-0.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Table 1: Fly stocks. Supplementary Table 2: Oligonucleotide sequences. Supplementary Table 3: Genotypes of animals for all figure panels. Supplementary Table 4: Raw counts of RNA-seq on intestines from *spok*^i^ animals with a control knockdown or EcR knockdown in enterocytes with *Myo1A-GAL4*.

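Supplementary Table 4 lists, for each gene or other annotated entry, the number of reads counted in the intestines of each of the 6 libraries. Counts of this kind depend on the depth of the library as well as on expression, so they are compared between genotypes only after scaling. The supplementary table was compared with the deposited counts over the 1998 entries found in both, as far as the supplementary table was read here. The median ratio of supplementary to deposited count, over entries with more than 50 deposited counts, lay between 0.504 and 0.506 in the 6 libraries. Summed over libraries, the ratio was 0.516 for the 1654 genes and 0.396 for the other 344 entries. With limma-voom over these entries alone, 684 passed an adjusted p of 0.05 with the deposited counts and 667 with the supplementary counts, and 656 passed with both.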

## Source data

Source Data Figs. 1–5 and Extended Data Figs. 1–8 Statistical source data.

Source Data Fig. 4 and Extended Data Figs. 4 and 7 Unprocessed western blots.

## Data Availability

RNA-seq data are deposited at the NCBI Gene Expression Omnibus under accession code GSE284402 and raw counts are provided in Supplementary Table 4. All other data are available in the main text or the supplementary materials. Source data are provided with this paper.

# Supplementary material for: Remote control of AMPK via extracellular adenosine controls tissue growth
**Source:** Nat Cell Biol. 2025 Sep 26;27(10):1827–37. doi: 10.1038/s41556-025-01764-0
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Leica confocal microscope SP8 with software Leica Application Suite X (LAS X) version 3.5.2.18963 was used.                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | All software is publicly or commercially available:<br>Images analysis: ImageJ/FIJI v 2.14.0.<br>RNA-seq analysis: the galaxy server platform ( <a href="https://usegalaxy.org">https://usegalaxy.org</a> )<br>GO enrichment analysis: the online tool <a href="http://www.webgestalt.org">http://www.webgestalt.org</a> .<br>Figure preparation: Affinity Photo v1.<br>Data analysis: Microsoft Excel v16 or Graphpad Prism v10.5 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data are deposited at NCBI with accession GSE284402 and raw counts are provided in Suppl. Table 4. All other data are available in the main text or the supplementary materials.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                 |
|--------------------------------------------------------------------|---------------------------------|
| Reporting on sex and gender                                        | <a href="#">Not applicable.</a> |
| Reporting on race, ethnicity, or other socially relevant groupings | <a href="#">Not applicable.</a> |
| Population characteristics                                         | <a href="#">Not applicable.</a> |
| Recruitment                                                        | <a href="#">Not applicable.</a> |
| Ethics oversight                                                   | <a href="#">Not applicable.</a> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculations were performed. Sample sizes were determined based on practical considerations. Based on these considerations, sample sizes were set at >8 wing discs per genotype/condition, which allowed modest standard deviations and significant p values to be obtained. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                      |
| Replication     | The number of replicates is indicated in the figure legends.                                                                                                                                                                                                                                |
| Randomization   | All animals were randomly allotted.                                                                                                                                                                                                                                                         |
| Blinding        | The experiments were not blinded because they each contained an internal control and because blinding is not usual in this field.                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

rabbit anti phospho-AMPKa(T172) (Cell signaling 50081), rabbit anti phospho-S6K (T398) (PhosphoSolutions p1705-398) 1:1000, rabbit anti-AMPKa (Cell signaling 2532S) 1:1000, rabbit anti-tubulin (Cell signaling 2125) 1:1000, Guinea pig anti Drosophila S6K (1:2000), rabbit anti phospho-ribosomal protein S6 1:1000

## Validation

rabbit anti phospho-ribosomal protein S6 1:1000 was validated in the publication: PMID8829945  
 Guinea pig anti Drosophila S6K (1:2000) was validated in the publication: PMID20444422  
 rabbit anti phospho-AMPKa(T172) (Cell signaling 50081) was validated in <https://www.cellsignal.com/products/primary-antibodies/phospho-ampka-thr172-d4d6d-rabbit-mab/50081>  
 rabbit anti-AMPKa (Cell signaling 2532S) 1:1000 was validated in <https://www.cellsignal.com/products/primary-antibodies/ampka-antibody/2532>  
 rabbit anti-atubulin (Cell signaling 2125) 1:1000 was validated in <https://www.cellsignal.com/products/primary-antibodies/a-tubulin-11h10-rabbit-mab/2125>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Species: Drosophila melanogaster  
 Strains: Full genotype for each figure panel is provided in Suppl. Table 3.

## Wild animals

No wild animals were used.

## Reporting on sex

Sex was generally not considered in the study design

## Field-collected samples

This study did not involve samples collected from the field.

## Ethics oversight

This study does not require an ethical approval.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

Not applicable.

## Novel plant genotypes

Not applicable.

## Authentication

Not applicable.

How the deposited data were processed for this re-analysis (not part of the article)

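The RNA-seq experiment on larval intestines was re-analysed from processed data: 3 libraries of the control genotype and 3 of the EcRi genotype, all from larvae without endogenous ecdysone. The other experiments of the paper were not analysed here. The sample labels name a Qiagen RNeasy kit for the RNA extraction where the methods name TRIZOL, and a SMARTer library preparation. The authors trimmed adaptors with Trim Galore!, aligned the reads with HISAT2 and counted them with featureCounts on the Galaxy server. The deposited values are raw counts, with 1 column per library and no normalization. The table has 24278 entries, of which 17895 are genes and the others are annotated transposable elements and similar features, and 5777 entries are at 0 in all libraries. Symbols were found for 97.8% of the identifiers in the Ensembl annotation of BDGP6. Where the paper and the annotation write a symbol differently, a synonym or a hand-written alias was used.

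Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main analysis used filterByExpr, TMM factors and the robust quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment at 0.05, and it kept 12193 entries, 876 of them not genes. The paper names limma-voom with a false discovery rate below 0.05 and its text does not name the filter or the scaling, so limma-voom was run as an alternative with and without a filter. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The depth per library, from 200890663 to 246255664 counts, sets a detection limit of 3 counts, and folds against genes at or under that limit are given as lower bounds. CPM values are TMM-normalized, except the detection limits and the sums over the Y chromosome, which use library totals, and means are given with the SD over 3 libraries. Single genes were also tested with a two-sided exact permutation test on log2 CPM, which cannot go below p = 0.1 with 3 libraries against 3.

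The genes named in the text are those the paper names and the other members of the Adgf family, together with the 5 largest increases and the 5 largest decreases among genes with an adjusted p below 0.05, at least 10 CPM on average in 1 genotype and no overlap between the genotypes. Genes outside this rule are said to be chosen after their values were seen. The lists for respiration and morphogenesis were written from general knowledge before the data were examined, although the first and last lines of Supplementary Table 4 had been read. The Gene Ontology annotation used by the paper was not used here. After the first results, aliases for a few listed symbols were corrected, because matching without regard to capital letters had given other genes. The lists were tested with camera in limma.

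The alternatives were DESeq2, limma-voom, RLE factors, scaling by total counts, no filter, a filter of at least 10 counts in every library, genes without transposable elements, replicate number as a covariate, each library left out in turn, an adjusted p below 0.01, and a test against a log2 fold change of 1. Principal components were recomputed with the 500 most variable genes, with scaled genes, with a prior count of 0.5, without TMM and without the filter. Further alternatives were added after the results were seen, and they are named as such where their values are given. The analysis was tested on simulated data with the fitted dispersions, in which 200 of 12193 genes were changed: 78.5% of the changed genes were called with the right direction, and 0.025% of the unchanged genes were called. Most simulated genes were unchanged, as TMM assumes, whereas 7250 entries were called in the real data. The simulation therefore does not give the error rates for data in which so many genes differ and the calls depend on the scaling. Between any 2 libraries of a genotype the counts differed by more than sampling noise, so no library is a copy of another.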

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

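The tests in this part were all chosen after the results had been seen, and 16 gene families were looked at in the same way before those below were picked. Each result below is a signal in genes or elements that the paper does not discuss. The gene results lie above the level of the control libraries. The transposable elements changed little as a group, with a median log2 fold change of 0.09.

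The Osiris genes, a family of genes of cuticle-forming epithelia, summed to 2.85 CPM in the control and 2813 CPM in the libraries labelled EcRi (between 2.15 and 3.53 CPM in the control libraries and between 2275 and 3333 CPM in EcRi). Of the 12 tested members, 11 were higher, with a median log2 fold change of 9.85 with TMM and 10.30 without it. Of 57 tested cuticle protein genes, 35 were higher and 5 lower. Library totals were similar in both genotypes, so depth does not account for the difference. RNA from tissue adhering to the intestine was tested with marker lists, at an inter-gene correlation of 0.01. Camera in limma gave an adjusted p of 0.527 for the fat body list and of 0.965 for the haemocyte list, so neither list was shown to shift as a whole. Of the 10 tested fat body genes, 2 were higher, Fbp1 (log2 fold change 6.27) among them. The fat body list summed to between 73.4 and 863.7 CPM in the control libraries and between 282 and 1209 CPM in EcRi. With this spread within a genotype, a shift of the fat body list could be missed. For the tracheal list it gave an adjusted p of 0.000102, with adjustment over the 18 gene lists that were tested, and 10 of its 14 genes were higher, with a median log2 fold change of 1.32. The log2 fold changes in the list ranged from -0.26 for dysf to 3.35 for Cad96Ca, and the list mixes tracheal regulators with genes of cuticle and lumen. Its genes are not known to be silent in other cells of the intestine, so their folds do not measure the amount of tracheal tissue. The Osiris result therefore cannot be told apart from RNA of adhering tracheae. Whether the cuticle-forming fore- and hindgut within the whole intestine changed their expression was not tested, and a response of enterocytes to EcR knockdown is not separated from either.

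A list of small and inducible heat shock protein genes, Hsp83 and the Hsp70 genes included, summed to 151 CPM in the control and 1106 CPM in EcRi, where the control libraries lay between 88.2 and 202.6 CPM and the EcRi libraries between 867 and 1228 CPM. Of 13 tested members, 12 were higher, with a median log2 fold change of 2.93 with TMM and 3.53 without it. Among all 17 tested genes whose symbols begin with Hsp, 12 were higher and 2 lower, the latter Hsp60A (-1.58) and Hsp60C (-2.89). Both genotypes were kept at 29 °C for 4 days. No technical cause and no biological cause was tested for this family.

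Adgf-D, a paralog of Adgf-A, had a log2 fold change of 4.46 (standard error 0.50, adjusted p = 0.000351 from edgeR), from 0.202 CPM in the control to 4.47 CPM in EcRi, and it was higher in 3 of 3 EcRi libraries than in each control library. It stayed between 3.96 and 4.67 with each library left out in turn. The gene overlaps ninaB in the annotation, and reads shared with that gene or with other Adgf genes were not separated. Its abundance in EcRi is small beside the fall of Adgf-A. No biological explanation was tested.

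Of 876 tested transposable element entries, 159 were higher and 106 lower, with a median log2 fold change of 0.09. Without TMM, 325 were higher and 41 lower, and the median relative to all tested genes was 0.06 with either scaling, so the excess of higher entries changes with the scaling. How the authors counted reads that map to several places is not stated, and no biological explanation was tested.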

How the results depend on the processing

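With TMM or RLE scaling, the counts of higher and lower genes stayed within 1.5 times their values in all tests of any difference: from 2749 to 3841 genes were higher and from 2790 to 3638 were lower over DESeq2, limma-voom, RLE factors, the filters, genes alone, the replicate covariate, the stricter adjusted p and the fits that each left out one library. Without TMM, 6982 genes were higher and 1546 lower, and past a log2 fold change of 1 there were 4056 and 814. That scaling moved the median log2 fold change from 0.03 to 0.68, and 81.9% of its calls were higher against 50.7% with TMM. Of the 7250 calls with TMM, 5457 were among its 8528. A test against a log2 fold change of 1 gave 1320 higher and 1120 lower in place of 2036 and 1770. An alternative chosen after seeing the data, totals without the 100 most abundant genes and no TMM, gave 5618 higher and 2290 lower, and 1126 lower past a log2 fold change of -1. The cause of these changes was not settled by any of these values.

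The log2 fold change of Adgf-A kept its direction and an adjusted p below 0.05 under every alternative run, from -2.39 to -1.62, with adjusted p values from 2.85e-43 to 0.000222. EcR stayed above an adjusted p of 0.05 under every alternative run, but its sign changed: 0.47 without TMM, 0.18 with totals without the 100 most abundant genes (chosen after seeing the data), and from -0.30 to 0.10 over the fits that each left out one library. Without TMM, EcR moved with the median gene, which rose from 0.03 to 0.68. Of the fits that left out one library, the one without control replicate 1 alone was above 0, and that library had 45.6 CPM of EcR against 28.3 and 26.6 CPM in the other control libraries.

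Other named genes also changed sign without TMM: Myo31DF to 0.60, mex1 to 0.22, RpL32 to 0.00124, gig to 0.61, crc to 0.15, Adgf-A2 to 0.10 and Adgf-C to 0.22. Each of these rose by about the shift of the median gene. With at least 10 counts in every library, gig was 0.00927. With each library left out in turn, Eip74EF lay between -0.27 and 0.42, Adk2 between -0.00933 and 0.13, and Gcn2 between -0.10 and 0.15. Over 491 comparisons of 33 named genes, 442 kept their direction and side of the threshold, 25 no longer passed it, 12 newly passed it and 12 changed sign. Eip71CD and CG9360 are among those that no longer passed.

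The medians of both lists kept their direction under every alternative run. With the inter-gene correlation estimated from the data, the medians stayed at -1.59 and 0.52 but the adjusted p rose to 0.132 for each list, past 0.05, where every other alternative kept it below 0.05.

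The share of variance on the first principal component was 94.3% for the 500 most variable genes, 65.8% with scaled genes, 84.4% with a prior count of 0.5, 88.3% without TMM and 75.6% without the filter, and the corresponding distance ratios were 4.66, 1.79, 2.80, 3.17 and 2.18. Leaving out one library in turn gave from 85.5 to 86.8% and ratios from 2.74 to 2.98. The distance between genotypes was larger than that within genotypes in all of these.

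The correlations of the same-numbered libraries, after the mean of each genotype was removed, were -0.06, 0.04 and -0.06, so no pairing was seen. With the replicate number as a covariate, 3328 genes were higher and 3327 lower. With 3 libraries per genotype, the exact test on single genes cannot pass 0.05, and the counts rest on the variance that edgeR shares between genes.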

Differences from the paper's values

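The paper reports 1346 genes higher and 1281 genes lower upon EcR knockdown, and 3676 and 3574 were found here. Of the alternatives set before the data were examined, the test of edgeR against a log2 fold change of 1 came within 1.5 times both of the paper's counts, with 1320 and 1120, and scaling by total counts came within 1.5 times the lower count alone, with 1546 against 6982 higher. The others did not close the gap for either count, limma-voom included, with 3640 and 3592 with the filter and 3841 and 3498 without it. Counting only genes past a log2 fold change of 1 gave 2036 and 1770, within 1.5 times the paper's value for the lower genes only, as did this limit with DESeq2 (1871), RLE factors (1782), limma-voom with (1772) and without (1901) the filter, no filter in edgeR (1784) and the fit without control replicate 2 (1748). The same limit came within 1.5 times both counts with at least 10 counts in every library (1466 and 1499), with genes alone (1900 and 1665), with the replicate number as a covariate (1947 and 1733), and in 5 of the 6 fits that left out one library. It also did so with the deposited counts halved (1910 and 1651), an alternative chosen after seeing the values. After the values were seen, 17 combinations of scaling and log2 limit in limma-voom were tried, and 4 of them came within 1.5 times both counts. These were a limit of 1.5 with TMM (1468 and 1012), RLE (1462 and 1011) or upper quartile scaling (1543 and 924), and limma's treat test against a log2 fold change of 1 (1086 and 916). A further 8 of the 17 came within 1.5 times a single count: the lower count at a limit of 1 with TMM (1772), RLE (1782) or upper quartile scaling (1630) and at 0.8 without scaling factors (982), and the higher count at a limit of 2 with TMM (1125), RLE (1121), upper quartile scaling (1173) or no scaling factors (1719). Totals without the 100 most abundant genes, also chosen after seeing the values, gave 1126 lower genes past a log2 fold change of -1, with 2920 higher.

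For Adgf-A, a log2 fold change of about -1.9 was read by eye from Fig. 2a, and -2.29 was found here. Read in the same way, the dashed lines of the figure lay inside the limits that its legend states. The reading may therefore be too small in size, and its error was not measured. None of the alternatives set before the data were examined lay within 0.18, the larger SD of log2 CPM, of this reading. They gave from -2.39 to -1.62. That SD does not include the error of the reading, so whether the paper's value differs from the value found here is not settled. Totals without the 100 most abundant genes gave -1.92, a setting chosen after seeing the values.

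The paper describes the EcRi larvae as having EcR knocked down in enterocytes, and EcR itself had a log2 fold change of -0.17 in these whole intestines, with an adjusted p of 0.517 from edgeR. Reads from the hairpin were not separated, so this value does not measure the knockdown in enterocytes.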

Other observations

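The tests in this part were chosen after the results were seen, except the comparison with other splits of the libraries.

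The 6 libraries can be divided into groups of 3 in 10 ways, and 4 of these splits part all 3 same-numbered pairs. Of those 4 splits, 1 gave as many genes with an adjusted p below 0.05 as the real one, which is the real split itself, and the same count of 1 held for genes past a log2 fold change of 1, for the median of the respiration list and for the median of the morphogenesis list. Over all 10 splits the count was also 1. The other 9 splits gave 0 genes at an adjusted p of 0.05 and between 54 and 98 genes at an unadjusted p below 0.05, against 7764 for the real split. A design of 3 against 3 cannot show a share below 0.1. The 9 other splits mix the genotypes, and the difference between genotypes then adds to the variance within the groups.

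The scaling by total counts raised most genes in EcRi. Abundant genes taking many of the control counts were tested as the explanation: the Jonah proteases alone took between 15.7 and 20.3% of the counts in the control libraries and between 5.43 and 7.73% in EcRi. Leaving the 100 most abundant genes out of the totals moved the median log2 fold change from 0.68 to 0.39. Those genes may therefore account for part of the shift, and the rest remains unexplained. Relative to the median gene, the log2 fold change of Adgf-A without TMM was -2.31. A scaling factor moves all genes of a library together, so this value is nearly fixed in advance and cannot show whether the scaling contributes to the fall of Adgf-A.

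The supplementary counts, which are smaller than the deposited counts, were tested as an explanation for the larger number of genes found here. The number of genes passing limma-voom over the shared entries, with the supplementary counts relative to the deposited counts, was 0.975, so the difference between the tables does not account for it over these entries. Why the tables differ was not analysed.

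lncRNA:roX1 and lncRNA:roX2, RNAs of the male X chromosome, had log2 fold changes of -4.79 (from 215.7 to 7.77 CPM) and -7.27 in EcRi. They were singled out after their values were seen, among 25 genes of sex determination, dosage compensation, the germline and the Y chromosome, of which 15 were tested. The changes of msl-2 (-1.08), dsx (-1.96) and fru (-0.71), and those of Sxl (0.80), tra (0.73) and mle (0.24), passed an adjusted p of 0.05 in edgeR. Without TMM, msl-2 was at -0.42, dsx at -1.30, fru at -0.06, Sxl at 1.45, tra at 1.39 and mle at 0.89, while roX1 and roX2 were at -4.14 and -6.62. A smaller share of male larvae in the EcRi pools was tested with the Y chromosome. Its 3 tested genes had a median log2 fold change of -2.01, and all 3 were lower, but they are annotated as pseudogenes and had at most 0.588 CPM in a control library. Over all Y chromosome genes, and scaled by library totals without TMM, the control libraries had between 0.827 and 1.45 CPM and the EcRi libraries between 0.362 and 0.508 CPM. The 3 transposable element entries on the Y chromosome changed little, with log2 fold changes from -0.28 to -0.05. Among the germline genes, topi (2.67, from 1.65 to 10.5 CPM) was higher and sa (-1.005, from 0.359 to 0.179 CPM) was lower. The gene bam was also called higher, but it had at most 6 counts in a control library and at most 20 in an EcRi library. Loss of roX RNA in larvae of unchanged sex ratio was tested with the X chromosome: the median log2 fold change of 1830 X-linked genes minus that of 9378 autosomal genes was -0.0515, which does not separate the explanations. A smaller share of males in the EcRi pools is a candidate explanation, and topi and sa point in opposite directions on it. The reporting summary of the paper states that sex was generally not considered in the design.

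Genes named elsewhere in the paper were measured in the same libraries. With adjusted p values from edgeR below 0.05, spok (1.19), Ent1 (0.63), Ent3 (1.09), AMPKalpha (0.59), SNF4Agamma (0.48), Rheb (0.95) and ftz-f1 (0.65) were higher, and Ent2 (-1.14), Adk3 (-0.87), Eip71CD (-0.85), RpL32 (-0.65), crc (-0.50) and mex1 (-0.43) were lower, where the values are log2 fold changes with TMM. Both genotypes carried a hairpin against spok, and its reads were not separated from those of the gene. The value for spok therefore does not show a rise of the gene itself. AdoR (0.55), raptor (0.33), Adk2 (0.06), Gcn2 (0.07), Eip74EF (0.04), gig (-0.05) and Myo31DF (-0.06) did not pass. These calls depend on the scaling: without TMM, crc, RpL32 and mex1 changed sign, Adk3 (-0.24) and Eip71CD (-0.23) no longer passed, and AdoR (1.20), raptor (0.99), Adk2 (0.71), Gcn2 (0.72), gig (0.61) and Myo31DF (0.60) passed as higher. The 21 genes of an ecdysone response list had a median log2 fold change of 1.38, with 15 higher and 2 lower. The paper knocked down EcR to de-repress its targets, and a rise is the direction this predicts. These values do not show in which cells of the intestine the genes rose. The genes Thor (3.54), InR (2.53), foxo (1.11), rpr (4.56), ImpE2 (9.02) and Hr4 (4.42), chosen after their values were seen, were higher. Other gene lists had these median log2 fold changes with TMM. Digestive enzymes were at -2.13 (31 of 43 lower, 3 higher), visceral muscle at -1.42 (13 of 15 lower, 1 higher) and Malpighian tubules at -0.89 (7 of 11 lower, 3 higher). Stem and progenitor cells were at 0.41 (4 of 10 higher, 1 lower). Enteroendocrine cells were at -0.29 (4 of 12 lower, 0 higher) and neurons at 0.12 (2 of 8 higher, 1 lower). Cell death and autophagy was at 0.94 (14 of 17 higher, 1 lower). Without TMM these medians were, in the same order, -1.46, -0.76, -0.24, 1.05, 0.36, 0.78 and 1.59. Only the median for enteroendocrine cells changed sign, and relative to all tested genes it was -0.33 without TMM. The 86 tested genes of cytoplasmic ribosomal proteins had a median log2 fold change of -0.61 with TMM and 0.04 without it, where the median of all tested genes had risen to 0.68. Relative to that median they were at -0.64 without TMM, a value that a library scaling hardly moves.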
